# Vitamin D Receptor Gene Ablation in the Conceptus Has Limited Effects on Placental Morphology, Function and Pregnancy Outcome

**DOI:** 10.1371/journal.pone.0131287

**Published:** 2015-06-29

**Authors:** Rebecca L. Wilson, Sam Buckberry, Fleur Spronk, Jessica A. Laurence, Shalem Leemaqz, Sean O’Leary, Tina Bianco-Miotto, Jing Du, Paul H. Anderson, Claire T. Roberts

## Abstract

Vitamin D deficiency has been implicated in the pathogenesis of several pregnancy complications attributed to impaired or abnormal placental function, but there are few clues indicating the mechanistic role of vitamin D in their pathogenesis. To further understand the role of vitamin D receptor (VDR)-mediated activity in placental function, we used heterozygous *Vdr* ablated C57Bl6 mice to assess fetal growth, morphological parameters and global gene expression in *Vdr* null placentae. Twelve *Vdr* ^+/-^ dams were mated at 10–12 weeks of age with *Vdr* ^+/-^ males. At day 18.5 of the 19.5 day gestation in our colony, females were euthanised and placental and fetal samples were collected, weighed and subsequently genotyped as either *Vdr* ^+/+^, *Vdr* ^+/-^ *or Vdr* ^-/-^. Morphological assessment of placentae using immunohistochemistry was performed and RNA was extracted and subject to microarray analysis. This revealed 25 genes that were significantly differentially expressed between *Vdr* ^+/+^ and *Vdr* ^-/-^ placentae. The greatest difference was a 6.47-fold change in expression of *Cyp24a1* which was significantly lower in the *Vdr* ^-/-^ placentae (P<0.01). Other differentially expressed genes in *Vdr* ^-/-^ placentae included those involved in RNA modification (*Snord123*), autophagy (*Atg4b*), cytoskeletal modification (*Shroom4*), cell signalling (*Plscr1*, *Pex5*) and mammalian target of rapamycin (mTOR) signalling (*Deptor* and *Prr5*). Interrogation of the upstream sequence of differentially expressed genes identified that many contain putative vitamin D receptor elements (VDREs). Despite the gene expression differences, this did not contribute to any differences in overall placental morphology, nor was function affected as there was no difference in fetal growth as determined by fetal weight near term. Given our dams still expressed a functional VDR gene, our results suggest that cross-talk between the maternal decidua and the placenta, as well as maternal vitamin D status, may be more important in determining pregnancy outcome than conceptus expression of VDR.

## Introduction

Normal fetal development is undoubtedly underpinned by normal placental function. The placental vascular network provides an interface between the fetus and mother for the exchange of gases, nutrients and wastes [1]. Additionally, the placenta acts as an endocrine organ responsible for the production of numerous hormones which maintain pregnancy and orchestrate maternal adaptation to pregnancy [2]. Maternal nutrient status underlies the availability of nutrients being transferred to the fetus to support optimal growth. Placental research is increasingly focused on how the organ adapts to support adequate fetal growth in a potentially sub-optimal nutrient available environment [3].

The prevalence of vitamin D deficiency and insufficiency in pregnant women is increasing worldwide [4, 5] and accumulating evidence associates vitamin D deficiency with a range of pregnancy complications including preeclampsia [6, 7], gestational diabetes mellitus [8] and preterm birth [9]. Additionally, maternal vitamin D deficiency increases the chance of delivering a baby who is small for gestational age [10, 11] and has also been linked to the development of asthma [12], autism [13], and reduced bone mineral accrual [14, 15] in the offspring. During human pregnancies, serum levels of the active form of vitamin D_3_ (1,25(OH)_2_D_3_) increase by 2 to 5-fold [16–18] suggesting an important role for vitamin D in supporting the pregnancy and fetal development. While vitamin D supplementation has been reported to help neonatal outcomes [19], the lack of high quality intervention data to confirm a causal role for vitamin D in pregnancy outcomes [20] and a description of the underlying mechanisms are lacking.

While the secosteroid hormone, 1,25(OH)_2_D_3_, is widely associated with calcium and phosphate homeostasis [21], other functions for 1,25(OH)_2_D_3_ activity have been identified such as in modulation of immune [22] and vascular [23] function, brain [24] and muscle [25] development, and bone remodelling [26–28]. In general, the actions of 1,25(OH)_2_D_3_, are broadly associated with regulating cell proliferation and differentiation [29, 30]. The effects of 1,25(OH)_2_D_3_ are mediated through the vitamin D receptor (VDR), a predominantly nuclear receptor, expressed in numerous tissues including the placenta [31, 32]. The liganded VDR, together with retinoid X receptor (RXR) in a dimer complex, binds to genomic vitamin D responsive elements (VDREs), located primarily in upstream flanking regions of genes, and recruit a cell-specific transcription factor complex which regulates the expression of numerous genes [33, 34]. Local synthesis and metabolism of 1,25(OH)_2_D_3_ within the placenta is likely to occur given that placental cells expresses both *CYP27B1*, which encodes the enzyme to produce 1,25(OH)_2_D_3_, and *CYP24A1*, which encodes for enzyme responsible for the catabolism of 1,25(OH)_2_D_3_ [35].

Although vitamin D activity in the decidua is suggested to regulate immune tolerance during pregnancy [22], the evidence that supports the link between VDR expression, placental growth, function and fetal outcome is lacking. Previously, *Vdr* knockout (*Vdr* ^*-/-*^) dams have been shown to exhibit both a reduction in the rate of conception and reduced fetal weights when compared to heterozygous (*Vdr* ^*+/-*^) dams [36]. However, such studies are unable to discern whether the ablation of *Vdr* in the placenta contributes to these outcomes. Studies on vitamin D and placental function are limited and have focused on immune function within the maternal decidua of *Vdr* knockout mice [37] or on placental morphometry in dietary vitamin D restricted animals [38]. Thus, we used heterozygous matings of *Vdr* knockout mice to investigate the effects of *Vdr* ablation specifically in the conceptus by characterising placental morphology, fetal growth and global placental gene expression measures near term. The study design specifically excluded confounding effects of perturbed *Vdr* signalling in the mother to elucidate placenta specific effects. We chose late gestation as a first step in elucidating the role of vitamin D signalling in placental structural and functional development as this corresponds most closely to the time at which placentas could be sampled from women.

## Methods

### Animals

Ethics approval was obtained from both the SA Pathology/Central Northern Adelaide Health Service Animal Ethics Committee and the University of Adelaide Animal Ethics Committees with all animal work complying with the Australian Code of Practice for the Care and Use of Animals. Global *Vdr* ablated C57Bl6 mice (strain B6.129S4-VDRtm1Mbd/J, Jackson Laboratory JAX Mice Services) were generated as previously described [39]. At weaning, 12 virgin *Vdr* ^+/-^ females were fed a standard rodent diet containing 0.8% calcium and 0.7% phosphorus (Specialty Feeds), water *ad libitum* and were maintained on a 12:12 light-dark cycle. Females at 10–12 weeks of age were mated with a *Vdr* ^+/-^ male to generate offspring of all three genotypes (*Vdr* ^-/-^, *Vdr* ^+/-^, *Vdr* ^+/+^). The day of copulatory plug detection was designated day 0.5 of pregnancy. On day 18.5 of the 19.5 day pregnancy in our colony, females were anaesthetised with an intraperitoneal injection of Avertin (20 mg/mL) to collect blood and then killed via cervical dislocation. Fetuses and placentae were collected and weighed. The placentae were bisected mid-sagittally with half stored RNAlater and subsequently at -80°C for gene expression analyses, while the remaining half was fixed for histological analyses.

### Genotyping

To determine *Vdr* genotype and fetal sex, DNA was extracted from fetal tails using the salting-out procedure detailed in [40]. Following DNA quantification, samples were diluted to 20 ng/μL in TE buffer and used in PCR for *Vdr* genotyping (Table A in S1 File) [41] or *Sry* detection (Table B in S1 File) [42], respectively. Final PCR reactions were performed on 10 ng/μL of DNA in a 20 μL reaction containing 10 μL SsoFast EvaGreen Supermix (BioRad) and 10 μM *Vdr* primers or 200 nM *Sry* primers. Outcomes of the PCR were validated using gel electrophoresis on a 2% and 2.7% agarose gel for *Vdr* and *Sry*, respectively (Fig A in S1 File).

### Placental histology

Histological analyses were performed on all placentae from *Vdr* ^+/-^ dams to capture all genotypes. Bisected placentae were washed twice in PBS over 2 hours to remove RNAlater then fixed in 10% neutral buffered formalin (Australian Biostain). Samples were subsequently washed in three changes of PBS and stored in 70% ethanol prior to paraffin embedding. 5 μm thickness full-face sections were stained with Masson’s Trichrome following standard protocols in order to determine mid sagittal labyrinth and junctional zone cross sectional areas or subjected to immunohistochemistry (IHC) as previously described [43].

Fetal capillaries and trophoblast cells in the placental labyrinth were identified by double-label IHC with anti-vimentin (#M7020, Dako, Agilent Technologies; 1/5 dilution) and anti-cytokeratin antibodies (#MAB3412, Merck Millipore; 1/100 dilution), respectively [43]. Briefly, antigen retrieval was performed with 0.3 mg/mL Pronase (P8811, Sigma-Aldrich) in PBS, with a Mouse-on-Mouse IHC kit (Abcam) used to prevent non-specific binding. Chromogen diaminobenzidine (DAB, Sigma Aldrich) was used to form a brown precipitate for anti-cytokeratin labelling and with 2% nickel II sulphate (Sigma Aldrich) to form a black precipitate for anti-vimentin labelling. Sections were counterstained with haematoxylin and eosin (Sigma Aldrich).

Immunohistochemically labelled slides were analysed by point counting ten fields per placenta to estimate volume densities and volumes of fetal capillaries, trophoblasts and maternal blood space and intercept counting to estimate the surface density and thickness of trophoblast for exchange, previously described in [43]. The coefficient of variation was <5%.

### RNA extraction, microarray preparation and qPCR

Placental tissue was homogenised using a Powerlyzer with ceramic 1.4 mm beads (Mo Bio Laboratories, Inc) before total RNA was extracted using Trizol (Invitrogen) following the manufacturer’s instructions. RNA integrity was determined using the Experion (BioRad) system.

For microarray, eight *Vdr* ^+/+^ and eight *Vdr* ^-/-^ placentae from six heterozygous dams were analysed. Biotinylated cRNA was prepared according to the standard Affymetrix protocol from 250 ng total RNA following the Manual Target Preparation Guidelines for GeneChip Whole Transcript (WT) Expression Arrays. RNA with RQI > 9 was sent to the Ramaciotti Centre for Genomics, Sydney, Australia, where 3.5 μg of fragmented and labelled single-stranded cRNA was hybridised on Affymetrix MoGene 2.1 ST arrays and washed and stained following the Manual Target Preparation Guidelines for GeneChip Whole Transcript (WT) Expression Arrays. Arrays were scanned using the Affymetrix GeneChip scanner.

For microarray validation, extracted RNA from 17 *Vdr* ^+/+^ and 16 *Vdr* ^-/-^ placentae was DNase treated using TURBO DNA-free (Ambion) as per the manufacturer’s instructions. PCR and subsequent agarose gel confirmed the absence of genomic DNA (Table C in S1 File). 500 ng of each sample was then reverse transcribed using the iScript cDNA Synthesis Kit (Bio-Rad). Each cDNA sample was diluted 1:20 before performing quantitative PCR (qPCR) in triplicate by real time PCR using TaqMan Gene Expression assays (Table D in S1 File). All qPCR gene expression data were normalised to *Hbms*.

### Microarray differential expression

Affymetrix Mouse Gene 2.1 ST array data were pre-processed, background subtracted and quantile normalised using the RMA method in the *Oligo* package. Array probes were annotated using the Bioconductor *Affymetrix mogene21* annotation data package, with all unannotated probes subsequently removed from the dataset. Testing for differential expression between groups was performed using linear models and Empirical Bayes methods, with contrasts between groups incorporating the mother as a blocking factor using the *Limma* package [44]. All *P*-values were corrected for multiple testing by calculating the false discovery rate (FDR). Microarray data have been deposited to NCBI GEO under accession GSE61583 and analysis code is included with the S2 File. Data analyses were performed in R version 3.1.1.

### VDRE enrichment analysis

The top up- and down-regulated genes between *Vdr* ^-/-^ and *Vdr* ^+/+^ placentae as determined in the microarray (>1.5 fold-change, p < 0.01) were analysed for presence of putative vitamin D responsive elements (VDRE’s) that potentially bind the RXRA::VDR transcription factor complex using oPOSSUM and the JASPAR vertebrate core profile for RXRA::VDR (MA0074.1) [45, 46]. For each gene, we searched for RXRA::VDR motifs in the 10 kb upstream and downstream sequences from the transcription start site using a conservation cut-off of 0.4, a matrix score threshold of 75% and a minimum specificity of 8-bits.

### Statistics

To test for morphological differences between *Vdr* genotypes, weighted mixed-effects linear models were fitted to the data and included fetal sex as a covariate and were weighted by litter size using the *lme* function in the *nlme* package in R v3.1.1. Gene expression differences were assessed by the Mann-Whitney test to calculate exact *P*-values. Results are reported as mean normalised expression ± standard error.

## Results

To examine the role of *Vdr* signaling in the placenta and the effects on fetal and placental growth and development, *Vdr* ^+/-^ females were mated with *Vdr* ^+/-^ males and sacrificed on day 18.5 of pregnancy. A standard Mendelian 1:2:1 ratio distribution of genotypes for *Vdr* was observed when accounting for and excluding resorptions. Of the 12 pregnancies, 77 fetuses were collected and analysed, with *Sry* genotyping revealing 45 female and 32 male fetuses (Table 1).

**Table 1:** Pregnancy characteristics of *Vdr* ^+/-^ dams at gestational day 18.5. Data expressed as mean ± SEM.

Parameter			*Vdr* ^+/-^ (*n = 12*)
Percentage conceived			100%
Weight gain during pregnancy (g)			18.13 ± 3.64
% Maternal weight gain during pregnancy			89.15 ± 19.89
Viable litter size			6.58 ± 0.54
Number reabsorptions			1.17 ± 0.32
Average Fetal Weight (g)			1.13 ± 0.016
Placental weight (g)			0.78 ± 0.074
	Male (*n = 34*)	Female (*n = 45*)	**P-value**
Fetal weight	1.16 ± 0.035	1.10 ± 0.019	0.008
Placental weight	0.12 ± 0.0029	0.11 ± 0.0033	0.255

### The effects of VDR depletion on fetal and placental parameters

The effect of *Vdr* ablation on fetal and placental measures was assessed initially by analyzing fetal and placental weights in 17 *Vdr* ^+/+^, 54 *Vdr* ^+/-^ and 21 *Vdr* ^-/-^ conceptuses, with no significant differences detected across the genotypes (Fig 1 shows data for 8 *Vdr* ^+/+^ verses 8 *Vdr* ^-/-^ conceptuses for which microarray analyses were undertaken). Placental structure, examined firstly by Masson’s trichrome staining, revealed no significant differences in morphology between *Vdr* ^*-/-*^ and *Vdr* ^+/+^ genotypes. These morphology measures included total mid sagittal cross sectional area, junctional zone and labyrinth zone areas and the proportion of junctional zone to labyrinth zone. In mice, the placental labyrinth is the area in which physiological exchange of nutrients and waste products occurs between fetal and maternal bloodstreams, whereas the junctional zone contains placental stem cells and is involved in hormone production. A larger labyrinth or a higher labyrinth to junctional zone ratio suggests enhanced placental efficiency. Given there were no differences in the proportions of junctional and labyrinth zones, this suggests similar placental efficiency, which corresponds to the similar fetal weights across genotypes (Fig 1).

**Fig 1:**
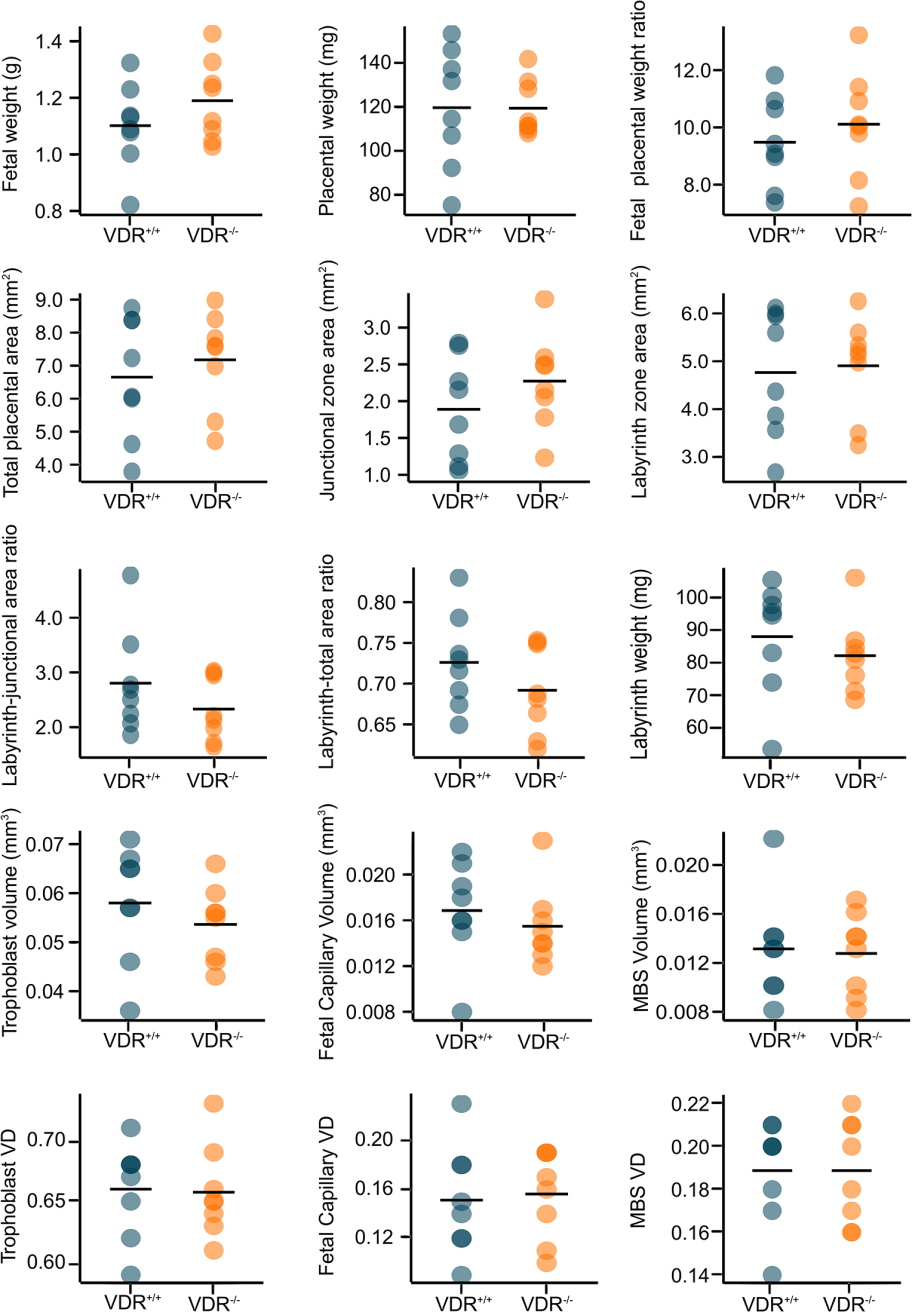
Comparison of mouse placental morphology measurements between *Vdr* ^-/-^ and *Vdr* ^+/+^ genotypes at day 18.5pc. No significant differences were observed in any of the morphology parameters assessed between the two genotypes (P>0.05) in the 8 *Vdr* ^***+/+***^ and 8 *Vdr* ^***-/-***^ placentas analysed by microarray. Horizontal line on each plot represents mean. MBS: maternal blood space; VD: volume density.

Further quantification of labyrinth zone structure using double-labelled IHC showed no significant differences between genotypes for volume densities or volumes of trophoblasts, fetal capillaries and maternal blood space, as well as surface density of trophoblast. Our data suggest feto-placental *Vdr* ablation does not affect placental composition nor functional capacity.

Altogether, analyses of fetal and placental parameters clearly indicated that there were no gross morphological differences that may underpin phenotypic changes such as hypocalcemia, hyperparathyroidism and rickets experienced by *Vdr* ^-/-^ pups from weaning [39, 47]. Such changes may however be modulated by placental or fetal gene expression differences.

### The effect of *VDR* ablation on the placental transcriptome

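RNA from 24 placentae collected at day 18.5pc was hybridised to Affymetrix MoGene ST arrays, on which the probes along a gene are summarised as a transcript cluster. Each genotype was represented by 8 placentae. They came from 6 litters of *Vdr* +/- dams mated with *Vdr* +/- males, and 5 of these litters held both *Vdr* +/+ and *Vdr* -/- placentae. By the recorded sex, 13 placentae were female and 11 were male, with 5 females among the *Vdr* +/+ placentae and 4 females in each of the other genotypes. Genotype and sex had been determined by PCR on DNA from fetal tails. The authors subtracted background, quantile normalised and summarised the arrays by RMA, and removed transcript clusters without annotation, which left log2 values for 24709 transcript clusters. Of these, 23278 were named here with 1 gene, 4 with several genes and 1427 with none. The median log2 value of an array lay between 4.79 and 4.91, and the correlation between pairs of arrays lay between 0.974 and 0.992. The number of arrays limits the precision. The values carry no detection calls. As a guide to background, the 1095 transcript clusters of olfactory receptor genes, which are not placental genes, had a median of 2.02 and a 95th percentile of 3.68. The *Vdr* transcript cluster (17321078) ranged from 6.65 to 9.18 in *Vdr* +/+, from 6.34 to 8.84 in *Vdr* +/- and from 4.24 to 8.16 in *Vdr* -/- placentae. Which part of the gene its probes cover is not given in the sources used here, so its signal in *Vdr* -/- placentae is no full check of the genotype labels. Genotypes were compared with limma as in the S2 File, over all 24 arrays with litter as a random block, and a gene was called differentially expressed at an FDR under 0.05 and an absolute fold change over 1.3. The comparisons of genotypes and of sexes, 23 lists of genes for pathways and cell types, and the rule for which genes are named were set before the data were examined. The paper's results on these samples were known by then, and some lists hold genes that it names. Each list was compared with all other genes by camera.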

To test for the effect of *Vdr* ablation on gene expression in the placenta, transcriptome profiles of eight placentae per genotype were assessed by microarray. 

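Genes called between *Vdr* -/- and *Vdr* +/+ placentae included *Cyp24a1*, which inactivates vitamin D, and *Mgp*, which encodes an inhibitor of calcification in the extracellular matrix. *Mgp* (17472192) had a log2 signal of 8.28 ± 0.30 in *Vdr* -/- and 9.74 ± 0.80 in *Vdr* +/+ placentae (SD, n = 8 each), a log2 fold change of -1.46 (SE 0.31, FDR = 0.0495 from limma). Apart from replicate 3 at 10.45, *Vdr* +/- placentae had *Mgp* at 8.01 to 8.64, near the 7.77 to 8.63 of *Vdr* -/- placentae. Low *Mgp* was therefore not particular to *Vdr* -/- placentae. *Col16a1*, another gene of the extracellular matrix, had a log2 fold change of -0.46 (SE 0.09, FDR = 0.0370). The 4 placentae with the most *Mgp*, *Vdr* +/+ replicates 3, 6 and 8 and *Vdr* +/- replicate 3, also had the 4 highest scores of myometrium genes, so a smaller share of stromal or uterine tissue is not separated from a change within cells. *Mmp28*, a matrix metalloproteinase, was higher in *Vdr* -/- placentae by a log2 fold change of 0.62 (SE 0.11, FDR = 0.0299), and *Sdk2*, a cell adhesion molecule, by 0.44 (SE 0.09, FDR = 0.0395). In all, 34 of the 24709 transcript clusters passed the FDR threshold, 21 of them higher and 13 lower in *Vdr* -/- placentae, and those of 25 named genes also passed the fold threshold. *Zfpm1*, a cofactor of GATA transcription factors, passed the FDR threshold only, with a log2 fold change of 0.35 (SE 0.06). Without an adjustment, 3927 transcript clusters (15.9%) had p under 0.05. On simulated arrays of the same design, 71 of 100 genes changed 1.5-fold and 97 of 100 genes changed 2-fold were called, with 9 of 24509 unchanged genes. Simulated genes varied independently of each other, while genes of the real arrays vary together. These counts are therefore a check of the method and not rates for these data. The number of called genes was 1 with litter as a fixed block and between 1 and 58 when a litter or a placenta was left out. It was 3, of which 2 were among the 25, without the placentae labelled *Vdr* +/+ replicate 2 and *Vdr* -/- replicates 2 and 5, whose sex-linked expression went against the recorded sex.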

Twenty-five genes were detected as being differentially expressed between *Vdr* ^*-/-*^ and *Vdr* ^+/+^ placentae with an absolute fold change >1.3 and a false discovery rate (FDR) <0.05 (Table 2). 

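*Cyp24a1* (17394965, on chromosome 2) had a log2 signal of 3.62 ± 0.28 in *Vdr* -/-, 6.37 ± 0.97 in *Vdr* +/- and 6.32 ± 0.88 in *Vdr* +/+ placentae (SD, n = 8 each). Every *Vdr* -/- placenta, at 3.15 to 3.94, lay below every *Vdr* +/+ and every *Vdr* +/- placenta, and the *Vdr* -/- mean was the lower one in 5 of 5 litters that held both homozygous genotypes. The log2 fold change from *Vdr* +/+ to *Vdr* -/- was -2.69 (SE 0.35) in limma, and an exact permutation test of 8 against 8 placentae gave p = 0.000155, two-sided, the smallest p that this design allows. Against *Vdr* +/- placentae it was -2.75 (SE 0.35, FDR = 0.000890), and *Cyp24a1* was the only gene called in that comparison, where 1950 transcript clusters had unadjusted p under 0.05. *Vdr* +/- and *Vdr* +/+ placentae did not differ in *Cyp24a1* beyond their spread (log2 fold change 0.05, SE 0.35, FDR = 0.97). The levels in *Vdr* -/- placentae are near those of olfactory receptor genes, so the fold change depends on the background of the array. Without litter 21, the log2 fold change was -2.70 with FDR = 0.0580.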

The greatest difference was a 6.47-fold change (FDR = 0.0012) in the expression of *Cyp24a1*, which was lower in the *Vdr* ^*-/-*^ placentae. As *Cyp24a1* is directly upregulated through Vdr as part of the vitamin D metabolic pathway, severely reduced placental *Cyp24a1* expression in *Vdr* ^-/-^ placentae would be expected. 

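Besides *Cyp24a1*, no gene of vitamin D metabolism passed the FDR over all genes. Of 15 measured genes of vitamin D metabolism and its receptor, 10 were lower and 5 were higher in *Vdr* -/- placentae. Adjusted over the list alone, 3 were lower and 2 were higher. The higher ones were *Rxra*, the partner of VDR on DNA, with a log2 fold change of 0.23 (SE 0.08), and the coactivator *Ncoa3* with 0.27 (SE 0.09), neither of which was called over all genes (FDR = 0.156 and 0.147). The list as a whole was lower (adjusted p = 0.0127 from camera, and adjusted p = 0.0805 with an estimated correlation). Without *Vdr*, the ablated gene, and *Cyp24a1*, which the study had picked from these samples, the adjusted p was 0.58 from camera. Of 22 further target genes of VDR from other tissues, 10 were higher and 12 were lower (adjusted p = 0.62). The median log2 fold change of this list was -0.02, and 0.02 with each array centred on its median. *Mgp* was the only called gene among them, and *Lrp5*, a co-receptor of Wnt signals, had a log2 fold change of 0.31 (SE 0.10, FDR = 0.138). From the direct induction of *Cyp24a1* through Vdr, the paper reasons that low *Cyp24a1* expression would be expected after *Vdr* ablation.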

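*Snord123*, a small nucleolar RNA that guides RNA modification, had a log2 fold change of -0.66 (SE 0.11, FDR = 0.0272 from limma) in *Vdr* -/- placentae. *Atg4b*, a protease that processes the LC3 proteins of autophagosomes, was higher by a log2 fold change of 0.41 (SE 0.07), from 7.84 ± 0.17 in *Vdr* +/+ to 8.25 ± 0.09 in *Vdr* -/- placentae (SD, n = 8 each). *Shroom4*, a regulator of the actin cytoskeleton, was higher by 0.49 (SE 0.09, FDR = 0.0370), and *Rgs17*, a regulator of G protein signaling, by 0.37 (SE 0.07, FDR = 0.0395). The fold change of *Rgs17* was 1.29. *Pex5* and *Prr5* were also higher. *Plscr1* and 1 of the 2 transcript clusters of *Deptor* were lower. Of 32 genes of autophagy, 25 were higher and 7 were lower, with a median log2 fold change of 0.07 (adjusted p = 0.00632 from camera, and adjusted p = 0.0686 with an estimated correlation). Adjusted over the list alone, *Atg4b* and *Atg13* were higher. *Atg13*, a subunit of the kinase complex that starts autophagy, had a log2 fold change of 0.24 (SE 0.07, FDR = 0.128). *Atg4b* had been picked on these samples, and without it the list's adjusted p was 0.0340 from camera. The test with an estimated correlation was not run without *Atg4b*. With cyclic loess, 18 of the 32 genes were higher and 14 lower. Lists of trophoblast genes leaned higher and those of decidua, stroma and yolk sac lower in the same comparison. A shift in the share of tissues is therefore not separated from this, although the paper's histology showed no significant difference in zones or trophoblast.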

Other genes that were differentially expressed included genes involved in RNA modification (*Snord123*), autophagy (*Atg4b*), cytoskeletal modification (*Shroom4*), cell signaling (*Plscr1*, *Pex5*, *Rgs17*), and mammalian target of rapamycin (mTOR) signaling (*Deptor*, *Prr5*). Of these differentially expressed genes, 12 were more highly expressed in *Vdr* ^-/-^ placentae and 13 had lower expression levels when compared to *Vdr* ^+/+^ placentae. 

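Among the genes higher in *Vdr* -/- placentae were *Mmp28*, *Shroom4*, *Sdk2*, *Ralgds*, *D5Ertd579e*, *Dipk1a* (listed as *Fam69a*), *A730036I17Rik* and *Mir877*, besides *Atg4b*, *Pex5*, *Prr5* and *Tinf2*. The signal of *Mir877* lay below the 95th percentile of olfactory receptor genes in every *Vdr* +/+ placenta, so the size of its change is not given. The lower ones were *Cyp24a1*, *Mgp*, *Col16a1*, *Plscr1*, *Deptor*, *Ep400*, *Anp32a*, *Ms4a4d*, *Cd302* and the small nucleolar RNAs *Snord123*, *Snora28*, *Snora69* and *Snora15*. Small nucleolar RNAs were lower as a class: of 77 measured, 74 were lower and 3 were higher, with a median log2 fold change of -0.29, and 13 were lower when adjusted over the list alone. The adjusted p of that list was 6.9e-19 from camera and 0.0686 with an estimated correlation, since these RNAs vary together from placenta to placenta. Against the same *Vdr* +/+ placentae, 70 of the 77 were also lower in *Vdr* +/- placentae, with a median of -0.20 (adjusted p = 3.7e-13 from camera, and adjusted p = 0.187 with an estimated correlation). The genes of macrophages and other leukocytes were lower too, 24 of 29 (adjusted p = 1.3e-05 from camera, and adjusted p = 0.0193 with an estimated correlation). *Ms4a4d* and *Cd302*, which the study had picked on these samples, are in this list. *Ms4a4d* had a log2 fold change of -1.01 (SE 0.20, FDR = 0.0392). Most genes of maternal decidua, uterine epithelium and myometrium were lower as well, so neither change is separated from a smaller share of maternal tissue. The macrophage receptor *Mrc1* had -0.64 (SE 0.16, FDR = 0.0805) and lysozyme *Lyz2* had -0.47 (SE 0.13, FDR = 0.0915). Of 469 microRNA transcript clusters, 251 were higher and 218 lower (adjusted p = 1.00). Transcript clusters of 1 gene can differ: those of *Ep400* had log2 fold changes of -0.83 and 0.16, and those of *D5Ertd579e* had 0.65, 0.18, 0.14 and -0.01, the last of which is 0.03 with each array centred on its median and 0.02 with cyclic loess. The balance of directions depends on the scaling, with 104 higher and 30 lower genes when each array was centred on its median, and 4 higher and 14 lower genes with cyclic loess.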

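Between female and male placentae, limma called 0 genes within each genotype. With unadjusted p under 0.05 there were 1961 transcript clusters in *Vdr* +/+, 1527 in *Vdr* +/- and 787 in *Vdr* -/- placentae. *Xist*, the RNA that silences an X chromosome in female cells, and the Y-linked genes *Kdm5d*, *Eif2s3y* and *Uty* separated the arrays into 2 groups. In 12 placentae labelled female, *Xist* ranged from 10.1 to 10.3 and the mean of the 3 Y-linked genes from 2.04 to 2.70. In 9 placentae labelled male, *Xist* ranged from 7.34 to 8.62 and the mean of the Y-linked genes from 5.78 to 6.56. The placenta labelled *Vdr* +/+ replicate 2, recorded as female, had *Xist* at 7.92 and the Y-linked genes at 6.26. The placentae labelled *Vdr* -/- replicates 2 and 5, recorded as male, had *Xist* at 10.19 and 10.21 and the Y-linked genes at 2.25 and 2.45. When these 3 placentae were left out, an alternative chosen after the values were seen, limma called 5 transcript clusters in each genotype. *Xist* was higher in females by a log2 fold change of 2.11 in *Vdr* +/+, 2.39 in *Vdr* +/- and 2.59 in *Vdr* -/- placentae, and *Kdm5d*, *Eif2s3y*, *Uty* and an unnamed transcript cluster (17546834) were lower. By the recorded sexes, the effect of *Vdr* ablation differed between the sexes for 0 genes in limma, with 1320 transcript clusters at unadjusted p under 0.05. Without the 3 placentae it did so for 0 genes as well, with 1297 transcript clusters at unadjusted p under 0.05.

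**Figure D1:**
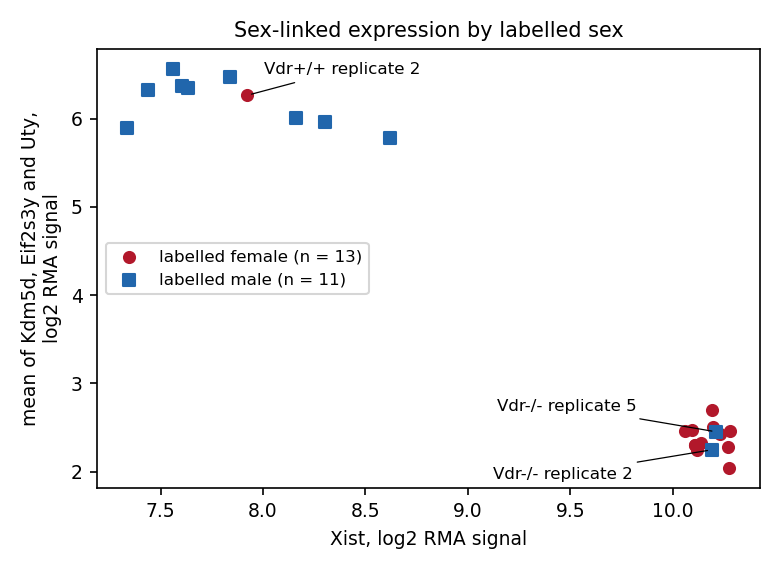
Log2 RMA signal of Xist against the mean log2 RMA signal of Kdm5d, Eif2s3y and Uty, 1 point per placenta, with circles for the 13 placentae labelled female and squares for the 11 labelled male. Vdr+/+ replicate 2 lies with the placentae labelled male, and Vdr-/- replicates 2 and 5 lie with those labelled female.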

No significant differences in gene expression between the sexes within each genotype were detected (data not shown).

**Table 2:** Genes differentially expressed between *Vdr* ^-/-^ and *Vdr* ^+/+^ placentae.

	Microarray				qPCR		
Gene	Fold change	*Vdr* ^*-/-*^ Expression	*P*-value	FDR	Fold change	*Vdr* ^*-/-*^ Expression	*P*-value
*Cyp24a1*	6.47	↓	5.0E-08	0.001	95.27	↓	<0.001
*Snord123*	1.58	↓	4.3E-06	0.027	-	-	-
*Atg4b*	1.33	↑	4.5E-06	0.027	-	-	-
*Snora28*	1.49	↓	5.5E-06	0.027	-	-	-
*Snora69*	1.75	↓	8.4E-06	0.03	-	-	-
*Mmp28*	1.54	↑	8.5E-06	0.03	-	-	-
*Plscr1*	1.47	↓	1.2E-05	0.035	1.59	↓	0.017
*Deptor*	1.54	↓	1.3E-05	0.035	1.37	↓	0.029
*Ep400*	1.78	↓	1.4E-05	0.035	-	-	-
*Shroom4*	1.41	↑	1.7E-05	0.037	-	-	-
*Anp32a*	1.40	↓	1.83E-05	0.037	-	-	-
*Col16a1*	1.37	↓	1.95E-05	0.037	-	-	-
*D5Ertd579e*	1.57	↑	2.32E-05	0.039	-	-	-
*Pex5*	1.31	↑	2.35E-05	0.039	-	-	-
*A730036I17R*	1.54	↑	2.60E-05	0.039	-	-	-
*Ms4a4d*	2.01	↓	2.70E-05	0.039	-	-	-
*Prr5*	1.36	↑	2.88E-05	0.039	-	-	-
*Sdk2*	1.35	↑	3.52E-05	0.040	-	-	-
*Raldgs*	1.33	↑	5.42E-05	0.049	-	-	-
*Tinf2*	1.33	↑	5.52E-05	0.049	-	-	-
*Mir877*	1.76	↑	5.90E-05	0.050	-	-	-
*Mgp*	2.75	↓	6.31E-05	0.050	-	-	-
*Cd302*	1.43	↓	6.70E-05	0.050	-	-	-
*Snora15*	1.50	↓	6.77E-05	0.050	-	-	-
*Fam69a*	1.42	↑	6.81E-05	0.050	-	-	-

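The 50 genes with the lowest p between *Vdr* -/- and *Vdr* +/+ placentae comprised 29 higher and 21 lower in *Vdr* -/-, 25 of them called, and the largest FDR among them was 0.0601. When z-scores of these genes were clustered by Euclidean distance and complete linkage, 16 of 16 placentae fell with their genotype. Average linkage, Ward linkage and correlation distance gave the same 16 of 16, and 15 of 16 fell with their genotype after litter means were removed. The genes had been chosen by genotype on the same placentae. With the top 50 chosen anew without the placenta to be placed, 15 of 16 were nearer to their own genotype, and *Vdr* +/+ replicate 2 was nearer to *Vdr* -/- placentae (distance 6.95) than to *Vdr* +/+ placentae (7.71). With the 1000 most variable genes, chosen without regard to genotype, 10 of 16 placentae fell with their genotype.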

Although only 25 genes were classed as statistically different between *Vdr* ^-/-^ and *Vdr* ^+/+^ groups, unsupervised clustering analysis of the top 50 differentially expressed genes grouped samples together by genotype, and inspection of the standardised z-scores revealed distinct patterns in gene expression between the groups with unknown subsequent effects in offspring (Fig 2A).

**Fig 2:**
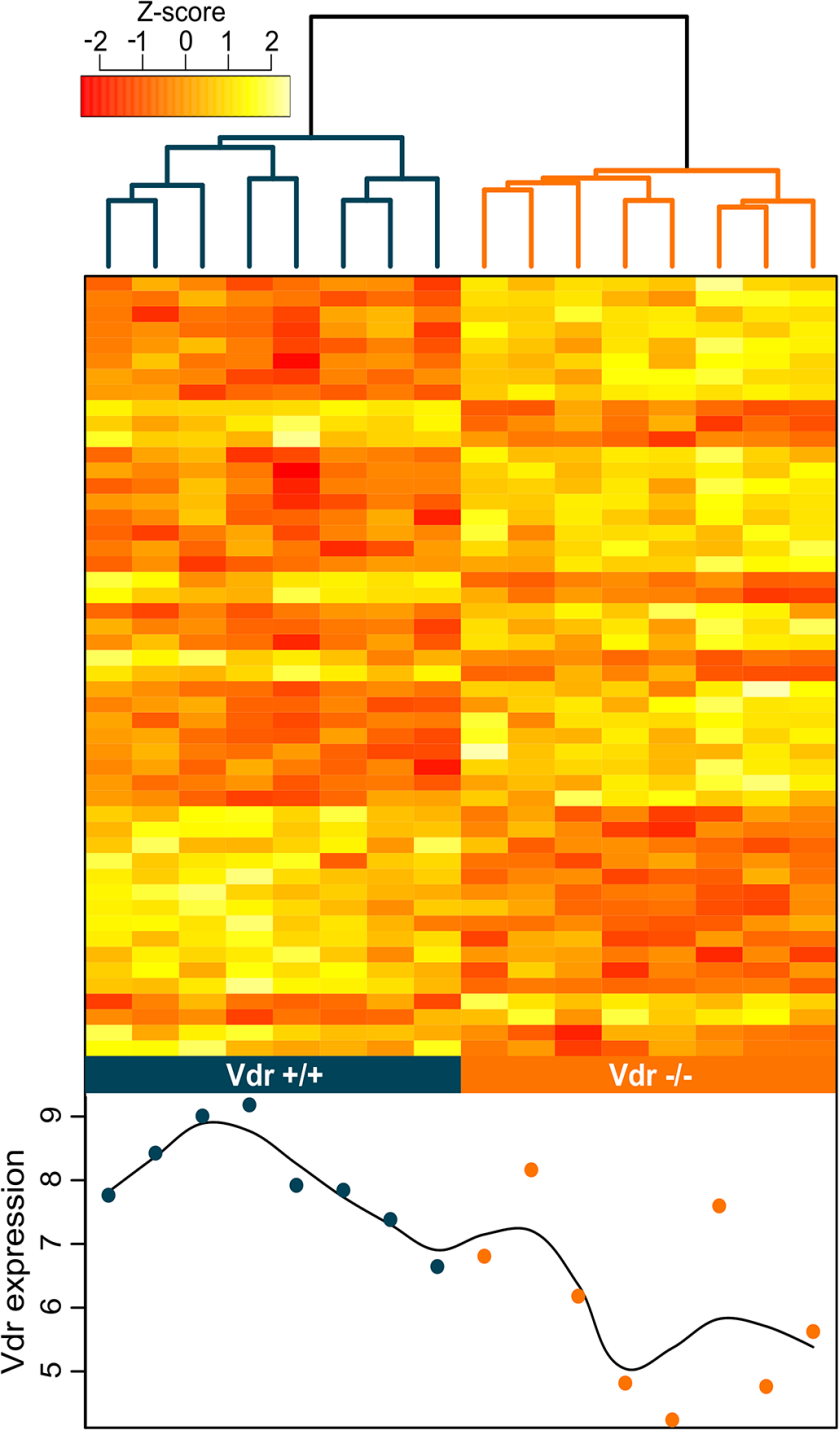
Differential gene expression between *Vdr* ^*-/-*^ and *Vdr* ^*+/+*^ placentae as determined by microarray analysis. (A) Expression differences of the top 50 differentially expressed genes in the placenta between *Vdr* ^**-/-**^ and *Vdr* ^**+/+**^ mice represented in a heatmap of z-scores. Columns represent each sample and rows represent genes. The dendrogram above the heat map shows samples cluster into genotype groups. (B) Normalised *Vdr* expression for each sample shown on dot plot below heat map. Orange points represent *Vdr* ^**-/-**^ samples, Blue points represent *Vdr* ^**+/+**^ samples.

### Microarray validation by qPCR

Independent validation of the microarray results on 17 *Vdr* ^+/+^ and 16 *Vdr* ^-/-^ placentae was performed by qPCR and included additional biological replicates. *Vdr* expression was virtually undetectable in *Vdr* ^-/-^ placentae by both microarray (Fig 2B) and qPCR (Fig 3). 

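*Vdr* had a log2 signal of 6.02 ± 1.42 in *Vdr* -/-, 8.22 ± 0.82 in *Vdr* +/- and 8.02 ± 0.84 in *Vdr* +/+ placentae (SD, n = 8 each). The values of *Vdr* -/- replicates 1 to 8 were 5.63, 8.16, 6.81, 4.24, 4.82, 4.76, 6.18 and 7.60. Those of *Vdr* +/- replicates 1 to 8 were 8.16, 8.28, 8.80, 8.84, 8.03, 8.48, 8.81 and 6.34, and those of *Vdr* +/+ replicates 1 to 8 were 9.18, 7.38, 8.42, 7.84, 6.65, 9.01, 7.92 and 7.76. The signal was 3.99-fold lower in *Vdr* -/- than in *Vdr* +/+ placentae (SE 0.48 in log2, FDR = 0.0805 from limma), so *Vdr* was not among the called genes. Taken as a single gene, it differed between *Vdr* -/- and *Vdr* +/+ placentae (exact permutation test, p = 0.00544, and exact Mann-Whitney test, p = 0.0104, both two-sided), and the *Vdr* -/- mean was the lower one in 4 of 5 litters. The signal of 3 *Vdr* -/- placentae lay inside the range of the *Vdr* +/+ placentae, and 8 of 8 *Vdr* -/- placentae lay above the 95th percentile of olfactory receptor genes. The FDR was 0.0473 with array weights, 0.0481 with each array centred on its median, 0.0382 without litter 14 and 0.0352 without *Vdr* -/- replicate 2.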

Validation by qPCR of the microarray findings eliminates the possibility of significant transcript contamination from the heterozygous maternal tissues, as the wild type allele was not detected. Therefore, it is likely that the *Vdr* background levels of expression in the microarray data is the result of non-specific cDNA binding with the Vdr probes. 

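In *Vdr* -/- placentae the *Vdr* signal varied together with that of other genes. In a test chosen after the values were seen, the SD of *Vdr* over the *Vdr* -/- placentae was 1.42, and the 500 genes nearest to it in mean level had a 95th percentile of 0.529. The 50 genes that followed *Vdr* most closely across *Vdr* +/+ and *Vdr* +/- placentae had a mean r of 0.83 with it across the 8 *Vdr* -/- placentae. Random sets of 50 genes had a median r of -0.01 and a 95th percentile of 0.09. The 50 genes were picked to vary with 1 gene, and so with each other, while random genes were not. The range of random sets is therefore too narrow for this comparison. These 50 include 5 genes of the list for yolk sac and endoderm, among them the apolipoprotein gene *Apoa1* and the retinol carrier *Rbp4*. Across the 8 *Vdr* -/- placentae, *Vdr* and the mean z-score of the yolk sac list had r = 0.79 (exact permutation p = 0.0220) and rho = 0.71 (exact permutation p = 0.0576). Without the 2 placentae farthest from the median of *Vdr*, r was 0.57, so part of the relation rests on them. *Vdr* and the decidua list had r = -0.13 (exact permutation p = 0.80).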

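*Plscr1*, a phospholipid scramblase that interferon induces, had a log2 signal of 4.62 ± 0.25 in *Vdr* -/- and 5.18 ± 0.13 in *Vdr* +/+ placentae (SD, n = 8 each), a log2 fold change of -0.55 (SE 0.10, FDR = 0.0353 from limma). *Deptor*, an inhibitor of the mTOR kinase, was measured by 2 transcript clusters. The called one (17547877) had 4.95 ± 0.20 in *Vdr* -/- and 5.58 ± 0.21 in *Vdr* +/+ placentae (SD, n = 8 each), a log2 fold change of -0.63 (SE 0.12). The other (17311533) had 5.61 ± 0.24 and 5.72 ± 0.17 (exact permutation test, p = 0.305). For *Plscr1* and the called *Deptor* cluster, every *Vdr* -/- placenta lay below every *Vdr* +/+ placenta and the *Vdr* -/- mean was the lower one in 5 of 5 litters. The *Vdr* +/- means lay between, at 5.04 ± 0.22 for *Plscr1* and 5.42 ± 0.30 for the called *Deptor* cluster (SD, n = 8 each). Without regard to litter, they did not differ from *Vdr* +/+ placentae beyond their spread (exact permutation test, p = 0.160 and 0.224). For each, the *Vdr* +/- mean was the lower one in 5 of 6 litters. Differences within litters ran from -0.30 to 0.004 for *Plscr1* and from -0.38 to 0.37 for the called *Deptor* cluster. Of 24 measured genes of the interferon response, which include *Plscr1*, 17 were lower and 7 were higher (adjusted p = 0.0804 from camera). Neither gene was called with litter as a fixed block or without the 3 placentae whose sex-linked expression went against the record.

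**Figure D2:**
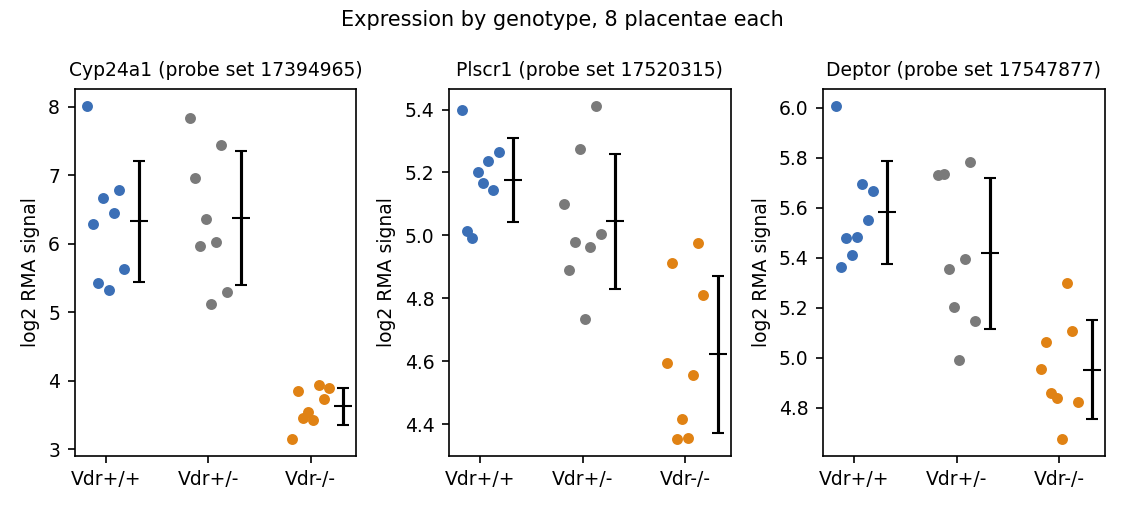
Log2 RMA signal of Cyp24a1, Plscr1 and Deptor in the 8 placentae of each genotype, with 1 point per placenta and a bar for the mean ± SD. In each panel, all 8 Vdr-/- placentae lie below all 8 Vdr+/+ placentae.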

Further expression analysis of *Cyp24a1*, *Deptor* and *Plscr1* by qPCR correlated with results obtained by microarray and showed that even changes <1.5 fold, such as with *Plscr1*, were replicable (Table 2 and Fig 3).

**Fig 3:**
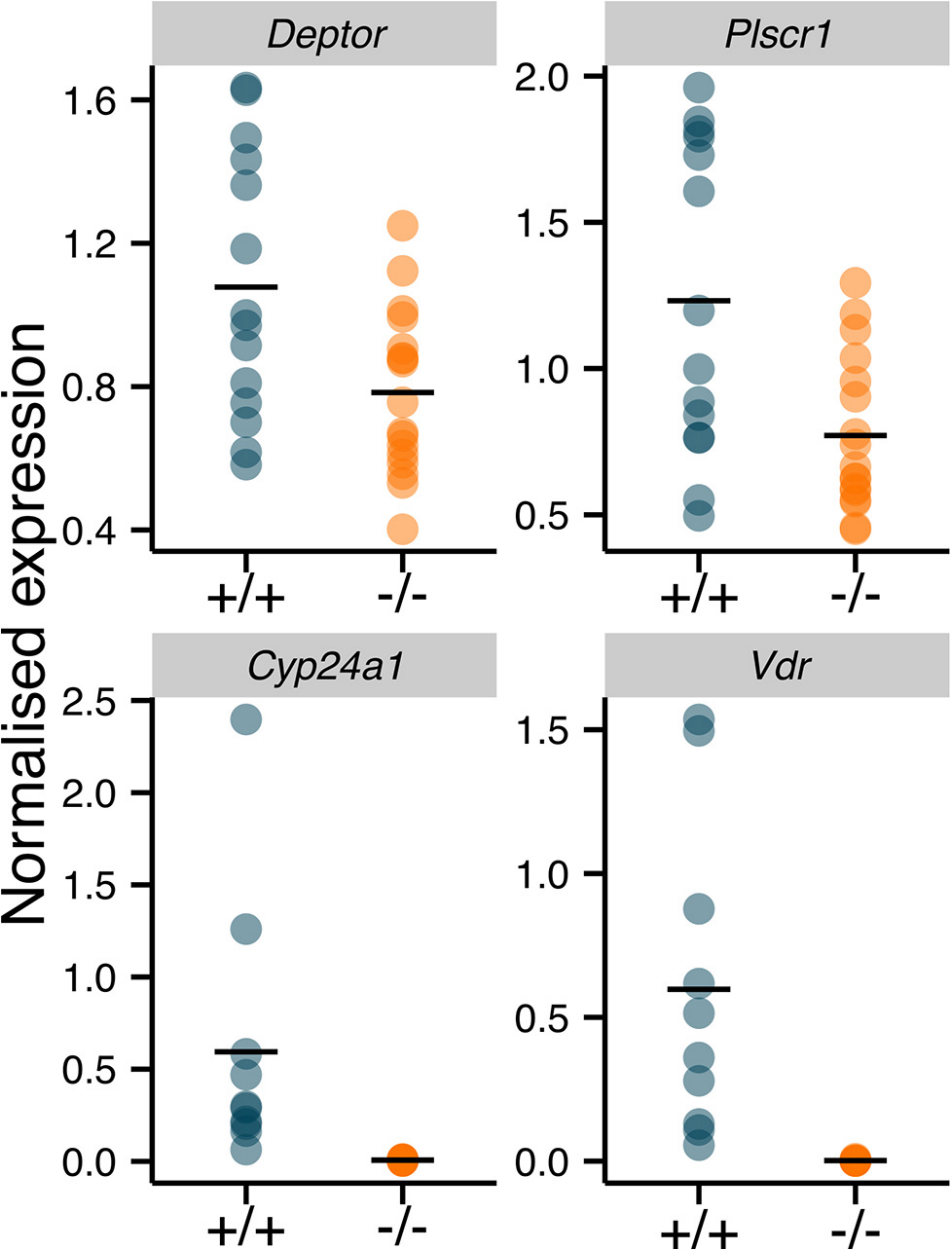
Validation of microarray differential expression by quantitative PCR. Significantly lower expression (*P*<0.05) of *Deptor*, *Plscr1*, *Cyp24a1* and *Vdr* was observed n *Vdr* ^**-/-**^ (n = 16) placentae compared to *Vdr* ^**+/+**^ (n = 17) placentae. Gene expression was normalised to *Hbms*, horizontal line represents mean.

### VDRE enrichment analysis

To assess if differential expression between *Vdr* ^+/+^ and *Vdr* ^-/-^ placentae was potentially driven by the VDR-RXR transcription factor complex, we searched for the presence of VDR-RXR transcription factor motifs in the 10kb up and down-stream of the transcription start sites of differentially expressed genes. These analyses revealed that genes that were more highly in *Vdr* ^+/+^ placentae feature more VDR binding motifs in the regions upstream of transcriptional start sites (Fig 4A), with many of these genes having more than one site per gene (Fig 4B). 

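At a fold change over 1.5 and unadjusted p under 0.01, 197 transcript clusters differed between *Vdr* -/- and *Vdr* +/+ placentae. Of these, 164 were higher in *Vdr* +/+ placentae and 33 were higher in *Vdr* -/- placentae. The search for binding motifs was not repeated, since no genome was used here. Markers of the yolk sac that lies within the mouse placenta were lower in *Vdr* -/- placentae, 20 of 24, with a median log2 fold change of -0.64 and 12 lower when adjusted over the list alone (adjusted p = 2.1e-07 from camera, and adjusted p = 0.135 with an estimated correlation). The apolipoprotein genes *Apom* and *Apoa1* had log2 fold changes of -1.26 (SE 0.37) and -0.67 (SE 0.23), and the fibrinogen gene *Fgg* had -1.32 (SE 0.44), with FDR = 0.117, 0.163 and 0.155. *Apoa1* was abundant, at 10.6 ± 0.77 in *Vdr* -/- and 11.3 ± 0.30 in *Vdr* +/+ placentae (SD, n = 8 each). The fall was uneven. The mean z-score of the yolk sac list was -0.93, -1.80, -1.37 and -0.76 in *Vdr* -/- replicates 3, 4, 5 and 6. Replicates 3, 4 and 5 came from litter 21. In replicates 1, 2, 7 and 8 it was 0.05, 0.65, -0.23 and -0.06, and in *Vdr* +/+ placentae it ran from -0.75 to 0.55. Genes of maternal decidua were lower in 18 of 20 (adjusted p = 0.000310, and adjusted p = 0.135 with an estimated correlation), among them *Hand2* with -0.54 (SE 0.14) and *Aldh1a2* with -1.25 (SE 0.43), with FDR = 0.0967 and 0.168. Genes of stromal matrix were lower in 17 of 22 (adjusted p = 0.000310, and adjusted p = 0.272 with an estimated correlation). *Mgp* and *Col16a1*, which the study had picked on these samples, are in this list. Trophoblast genes were higher, 19 of 24 for the labyrinth (adjusted p = 0.00106, and adjusted p = 0.0686 with an estimated correlation) and 25 of 27 for the junctional zone (adjusted p = 0.000433, and adjusted p = 0.331 with an estimated correlation). The labyrinth genes include the amino acid transporter subunit *Slc3a2* with 0.33 (SE 0.09, FDR = 0.0980) and the glucose transporter *Slc2a1* with 0.28 (SE 0.08, FDR = 0.0990). *Pcdh12*, a protocadherin of glycogen cells in the junctional zone, had 0.41 (SE 0.11, FDR = 0.0812). By histology of the same placentae, the paper found no significant difference in labyrinth or junctional zone areas, or in their proportion. Of 22 genes of fetal endothelium, 15 were higher (adjusted p = 0.0400, and adjusted p = 0.272 with an estimated correlation), but 11 were higher and 11 lower with cyclic loess. The number of transcript clusters past both thresholds was 121 with the yolk sac score as a covariate, 105 without the litter that held no *Vdr* -/- placenta and 340 without litter 14.

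**Figure D3:**
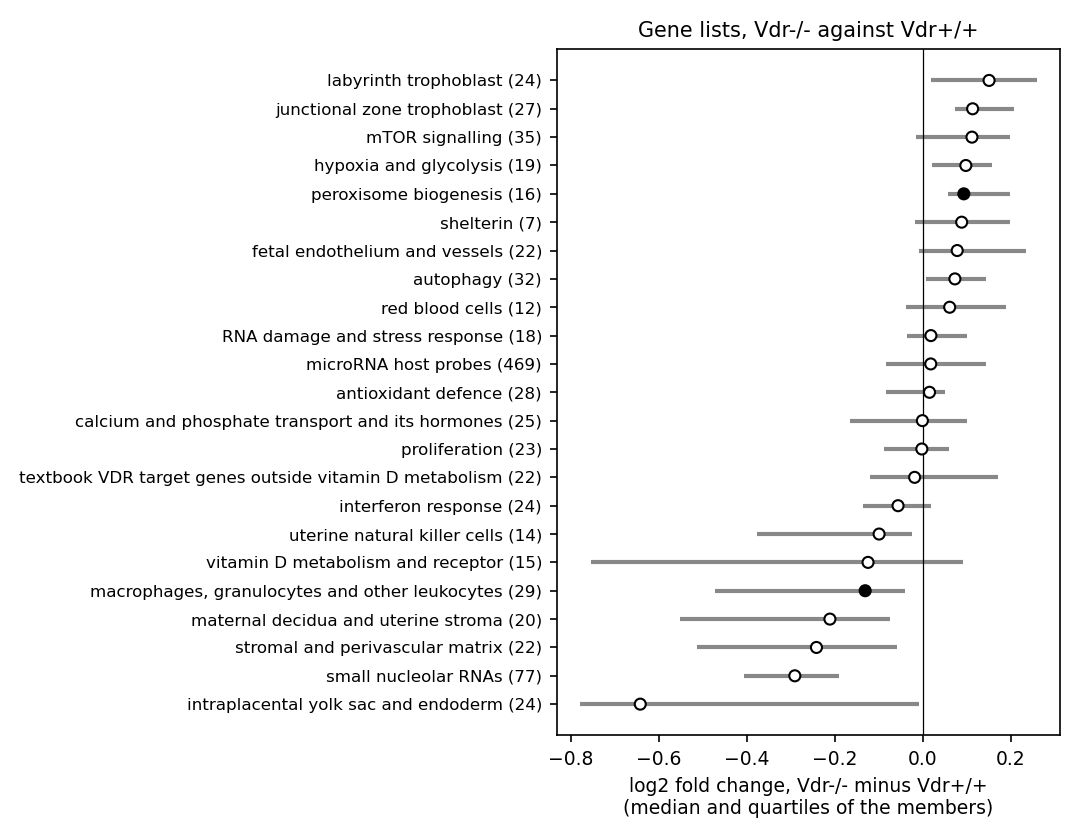
Median log2 fold change of each of the 23 gene lists set beforehand between Vdr-/- and Vdr+/+ placentae (circles) with the quartiles of its members (lines), and the number of measured members in brackets. Filled circles mark the peroxisome and leukocyte lists, the ones of these whose adjusted p is under 0.05 with an estimated correlation. Both hold genes that the paper had picked on these samples.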

Expression of *Vdr* was also positively correlated with the expression of genes with upstream VDRE’s such as *Cyp24a1* (R^2^ = 0.56, *P* = 2.7e-05) and *Deptor* (R^2^ = 0.41, *P* = 7e-04) (Fig 5).

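By *Vdr* and *Cyp24a1*, *Vdr* -/- placentae form a cluster apart from the other genotypes, since they lack the higher levels of *Cyp24a1*. A single r over all 24 placentae is therefore not given. Across the 16 *Vdr* +/+ and *Vdr* +/- placentae, r was 0.53 (permutation p = 0.0365) and rho was 0.50 (permutation p = 0.0517), with an adjusted p of 0.128 for r. Within *Vdr* +/+, *Vdr* +/- and *Vdr* -/- placentae, r was 0.62, 0.45 and 0.35 (exact permutation p = 0.102, 0.296 and 0.394, n = 8 each). Without *Vdr* +/- replicate 8 and *Vdr* +/+ replicate 5, the 2 placentae farthest from the median of *Vdr*, r was 0.31, so the relation rests on them. For *Deptor* (17547877) across all 24 placentae, r was 0.64 (permutation p = 0.000620, adjusted p = 0.00289) and rho was 0.63 (permutation p = 0.00161), and r was 0.67 without the 2 placentae farthest from the median. In this *Deptor* signal, every *Vdr* -/- placenta lay below every *Vdr* +/+ placenta. The r over all 24 and its p therefore also hold the difference between genotypes. Within *Vdr* +/+, *Vdr* +/- and *Vdr* -/- placentae, r was 0.70, 0.36 and 0.04 (exact permutation p = 0.0504, 0.449 and 0.919, n = 8 each). For the other *Deptor* cluster, r was 0.74 over all 24 (permutation p = 5.0e-05) and 0.62, 0.51 and 0.88 within *Vdr* +/+, *Vdr* +/- and *Vdr* -/- placentae (exact permutation p = 0.0996, 0.201 and 0.000620, n = 8 each). Within *Vdr* +/- placentae, rho was 0.12, and r was 0.02 without the 2 placentae farthest from the median. The adjusted values cover 14 relations.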

**Fig 4:**
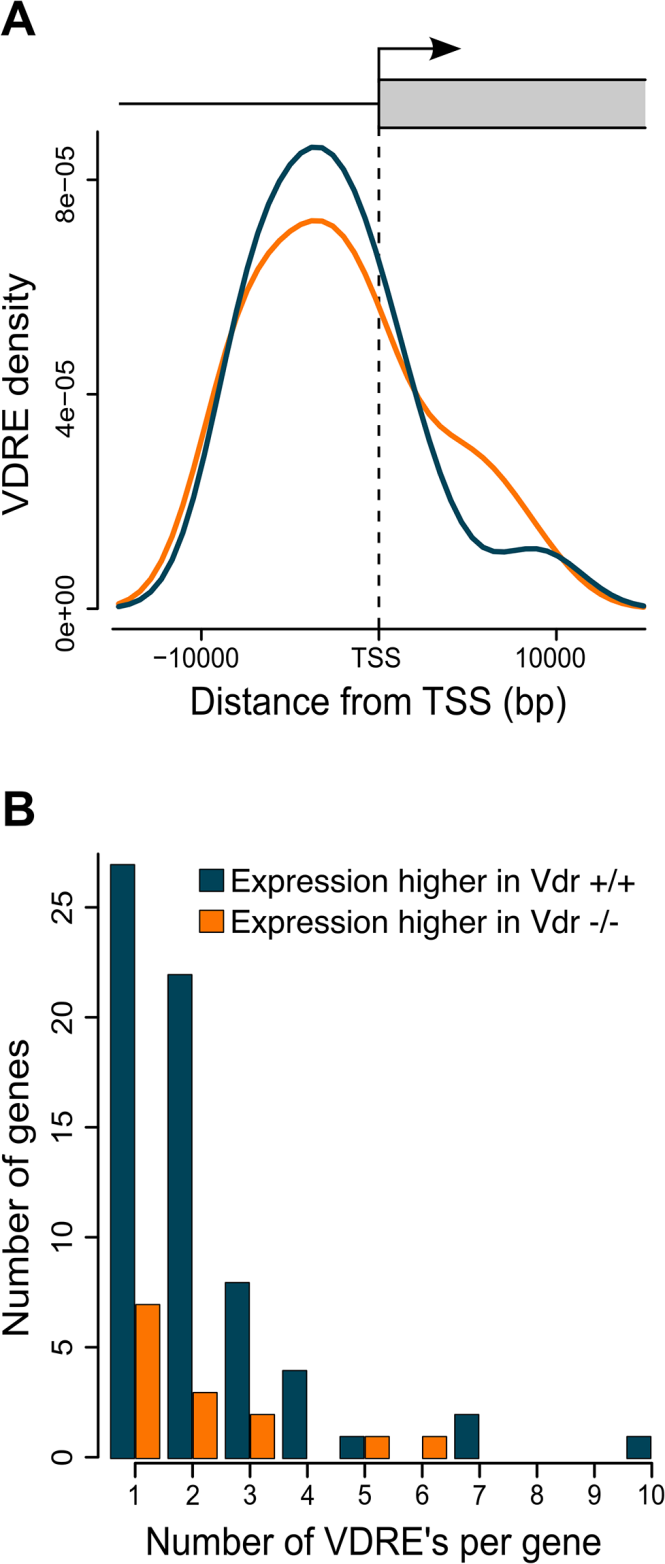
VDRE enrichment analysis of diffterentially expressed genes between *Vdr* ^-/-^ and *Vdr* ^+/+^ placentae. (A) Density of predicted VDR transcription factor binding sites in the sequence flanking transcription start sites (TSS) of genes differentially expressed between *Vdr* ^**-/-**^ and *Vdr* ^**+/+**^ samples. Blue curve represents genes more highly expressed in *Vdr* ^**+/+**^ samples, orange curve represents genes more highly expressed in *Vdr* ^**-/-**^ samples. We have used kernel density estimation to model the distribution of VDR transcription factor binding sites. (B) Number of predicted VDR binding sites per gene for genes expressed more highly in *Vdr* ^***+/+***^ placentae (blue bars) and those more highly expressed in *Vdr* ^***-/-***^ placentae (orange bars).

**Fig 5:**
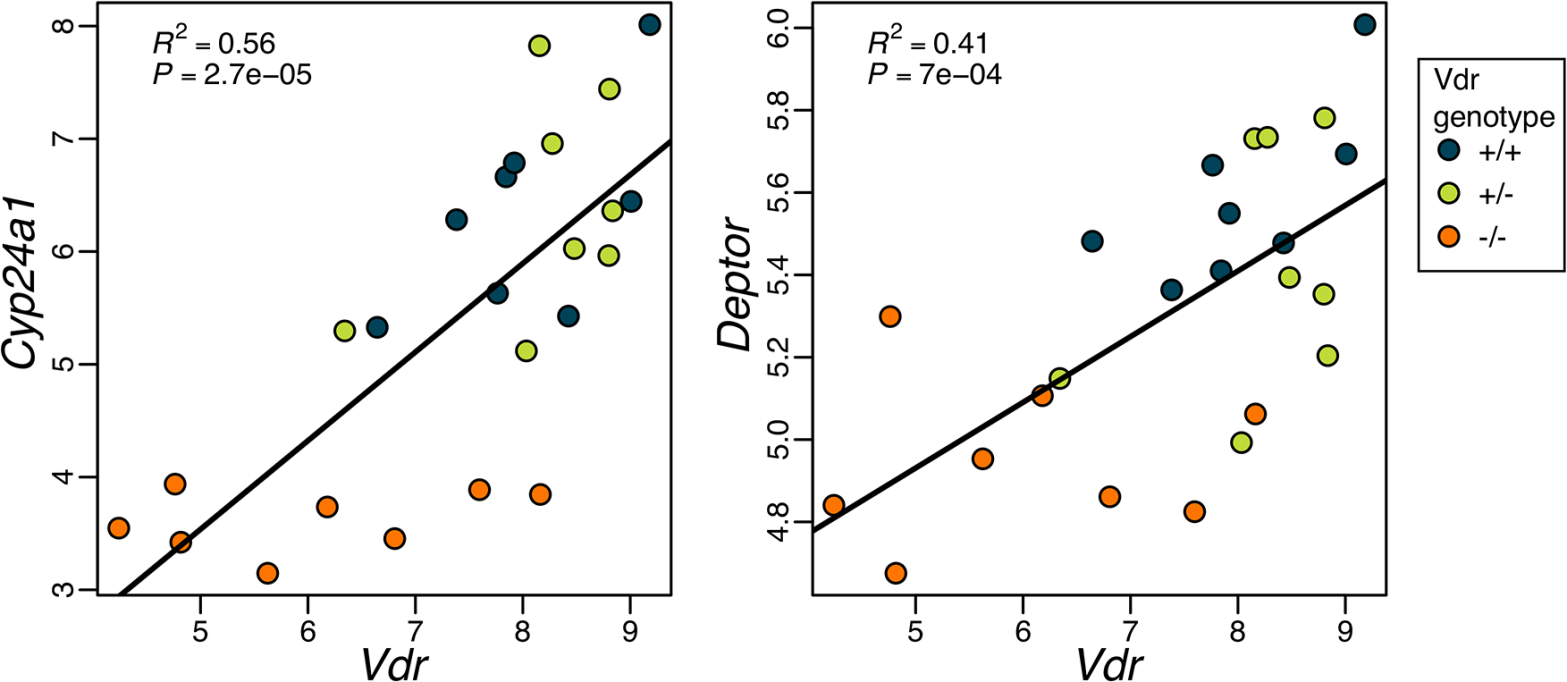
Correlations between *Vdr* expression with *Cyp24a1* and *Deptor* expression. Positive correlations of *Vdr* expression with *Cyp24a1* and *Deptor* expression in the placentae of *Vdr* ^**-/-**^, *Vdr* ^**+/-**^ and *Vdr* ^**+/+**^ mice. Individual samples are represented by colored points, black line represents linear model fit.

## Discussion

Although maternal vitamin D deficiency has been implicated in the pathogenesis of several pregnancy complications attributed to impaired or abnormal placental function, there are few clues indicating the mechanistic role(s) of vitamin D in their pathogenesis. Preeclampsia, preterm birth and intrauterine growth restriction have been associated with impaired placental trophoblast invasion, and remodelling, of the uterine vasculature. Vitamin D metabolites have recently been shown to enhance trophoblast invasion *in vitro* [48] and together with the presence of a local placental vitamin D metabolic pathway [22] suggest a direct role for vitamin D in the placenta. To further understand how vitamin D may influence placental development, and thereby pregnancy outcome, we used a *Vdr* gene ablated mouse model with heterozygous matings to assess placental morphological parameters and global gene expression near term without confounding by the absence of maternal vitamin D signalling. Despite analyzing multiple aspects of placental morphology including total cell volume densities, the proportion of labyrinth to junctional zones, trophoblast, fetal capillary and maternal blood space volume densities and volumes and total surface area of trophoblast cells for exchange, no differences were observed between knockout and wild type placentae. Nor were there any observed differences in fetal and placental weights indicating apparently normal function. Previous reports have found that VDR-mediated signaling in the placenta is not required for the transport of calcium to the fetus or for fetal bone mineralization in offspring born to *Vdr* ^+/-^ dams [36]. Consistent with these findings, we found no apparent phenotype in the *Vdr* ^-/-^ fetus or placenta when gestated in a heterozygous mother with adequate dietary vitamin D and calcium. In contrast, vitamin D-deficient dams carried pregnancies with smaller placentae are and reduced fetal capillary diameter [38]. Thus, the effects of maternal vitamin D deficiency on placental structure are likely mediated through the decidua rather than directly via VDR signaling in the placenta.

In profiling placental transcriptomes by microarray, we detected 25 differentially expressed genes between *Vdr* ^-/-^ and *Vdr* ^+/+^ placentae, a number of which have been shown to be expressed in the human placenta (*Tinf2* [49], *Rgsl7* [50], *Plscr1* [51] *Cd302* [52]). The greatest gene expression difference observed between *Vdr* ^-/-^ and *Vdr* ^+/+^ placentae was for *Cyp24a1* (Table 2), a gene that directly interacts with VDR in the canonical vitamin D signaling pathway and plays a key role in the vitamin D endocrine system negative feedback loop [53]. Our results show that expression of *Vdr* and *Cyp24a1* are positively correlated (Fig 4). *Cyp24a1* expression is typically induced directly by 1,25(OH)_2_D_3_ via a VDR-mediated transcriptional response [54], therefore significant reduction in *Cyp24a1* expression in *Vdr* ^-/-^ placentae was expected, and suggests a functional role for VDR in the placenta.

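*Pex5* (17470689) had a log2 signal of 7.71 ± 0.08 in *Vdr* -/- and 7.31 ± 0.19 in *Vdr* +/+ placentae (SD, n = 8 each), a log2 fold change of 0.39 (SE 0.08, FDR = 0.0387 from limma). *Tinf2* (17306793) had 6.17 ± 0.17 and 5.76 ± 0.14 (SD, n = 8 each), a log2 fold change of 0.41 (SE 0.09, FDR = 0.0487). As a list, genes of peroxisome biogenesis were higher, 15 of 16 of them, with *Pex5* the only one called over all genes and a median log2 fold change of 0.09 (adjusted p = 0.00167 from camera, and adjusted p = 0.0458 with an estimated correlation). Adjusted over the list alone, *Pex5* and *Pex14* were higher. *Pex14*, the docking protein for Pex5 on the peroxisome, had 0.32 (SE 0.08, FDR = 0.0805). *Pex5* had been picked on these samples, and without it the list's adjusted p was 0.0179 from camera. The test with an estimated correlation was not run without *Pex5*. With cyclic loess, 11 of the 16 genes were higher and 5 lower. This list was not separated from a greater share of trophoblast, whose genes leaned higher while those of yolk sac and maternal tissues leaned lower. By histology of the same placentae, the paper found no significant difference in zone areas or in trophoblast volume. It names no such measurement of yolk sac or decidua. Of the 7 genes of the shelterin complex, 4 were higher and 3 were lower (adjusted p = 0.222), and without *Tinf2* the adjusted p was 0.93. Of 28 genes of antioxidant defence, 16 were higher and 12 were lower, none of them past the FDR over the list alone (adjusted p = 0.91), and the median was 0.01, or -0.06 with cyclic loess. Both genes kept an FDR under 0.05 with array weights and with each array centred on its median, and neither did with litter as a fixed block.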

Expression of both *Pex5* (which encodes the peroxisome-targeting signal 1 receptor) and *Tinf2* [which encodes the TERF1-interacting nuclear factor 2 (Tin2)] was greater in *Vdr* ^-/-^ placentae when compared to *Vdr* ^+/+^. Pex5 plays a central role in the function of peroxisomes which are present in cells to clear reactive oxygen species (ROS) like hydrogen peroxide [55]. Tin2 is a component of the shelterin telomere protection complex which acts to protect telomeres from DNA damage [56] potentially caused by ROS. Increased expression of both genes within *Vdr* ^-/-^ placentae may be indicative of increased ROS, therefore increased oxidative stress, which has been hypothesized to be an underlying factor in the development of pregnancy complications like preeclampsia [57]. However, further work is required in order to establish whether there is an over-production of oxidative species within *Vdr* ^-/-^ placentae.

Of particular interest, we observed lower *Deptor* expression in *Vdr* ^-/-^ placentae and higher expression of *Prr5* when compared to *Vdr* ^+/+^. Both genes are components of the mTOR signaling pathway. 

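*Prr5* (17313739) had a log2 signal of 8.14 ± 0.15 in *Vdr* -/-, 7.98 ± 0.15 in *Vdr* +/- and 7.69 ± 0.19 in *Vdr* +/+ placentae (SD, n = 8 each). The log2 fold change from *Vdr* +/+ to *Vdr* -/- was 0.44 (SE 0.09, FDR = 0.0395 from limma). *Deptor* was lower by its called transcript cluster, and its other transcript cluster had a log2 fold change of -0.11 (SE 0.10, FDR = 0.63).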

During pregnancy, placental mTOR signaling plays an important role in the regulation of fetal growth, particularly as a maternal nutrient and growth factor sensor [58]. Furthermore, both *DEPTOR* and *PRR5* have been shown to be highly expressed within the placenta [59, 60]. Deptor is an inhibitor of the mTOR signaling pathway [61] and by directly binding to mTORC1 and mTORC2 it acts to inhibit cell proliferation and protein synthesis. Alternately, *Prr5* is a component of the mTORC2 complex that promotes cell growth through its interaction with Rictor [62]. It has been hypothesized that 1,25(OH)_2_D, through VDR signaling, can suppress downstream mTOR signaling [63]. 

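Of 35 measured genes of mTOR signaling, 24 were higher and 11 were lower in *Vdr* -/- placentae, with a median log2 fold change of 0.11 (adjusted p = 0.00134 from camera, and adjusted p = 0.0686 with an estimated correlation). The list holds inhibitors of the pathway, among them *Deptor*, beside its activators. Its direction is therefore no measure of signaling, which the arrays did not test. Each gene entered the list by its transcript cluster with the highest mean, which for *Deptor* was not the called one. Of the clusters in the list, only that of *Prr5* was called over all genes, and 4 were higher when adjusted over the list alone. These include *Mtor*, the kinase itself, with a log2 fold change of 0.22 (SE 0.06, FDR = 0.119) and *Tti1*, which helps to assemble it, with 0.26 (SE 0.07, FDR = 0.0990). *Deptor* and *Prr5* had been picked on these samples, and without them the list's adjusted p was 0.00385 from camera. The test with an estimated correlation was not run without them. In *Vdr* +/- placentae, 28 of the 35 were higher than in *Vdr* +/+ placentae, with a median of 0.09 (adjusted p = 0.00374 from camera, and adjusted p = 0.0838 with an estimated correlation), and *Vdr* -/- and *Vdr* +/- placentae did not differ (adjusted p = 0.562 from camera). With cyclic loess, 19 of the 35 genes were higher and 16 lower. Since trophoblast lists leaned higher and decidua and yolk sac lists lower, a change in tissue share is not separated from a change within cells. The paper's histology showed no significant difference in zone areas or trophoblast volume, and names no measurement of yolk sac or decidua. Of 23 genes of proliferation, 11 were higher and 12 were lower (adjusted p = 0.51), with a median of -0.00, or 0.04 with each array centred on its median.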

In *Vdr* ^-/-^ placentae decreased *Deptor* and increased *Prr5* indicates activation of the mTOR pathway. Thus, mTOR activation may explain why there was no difference in fetal weight and placental structure as there would be a drive for growth which may normalize any differences between the genotypes (Fig 1).

Our results indicate that VDR signaling in the placenta is not essential for pregnancy success. This is supported by recent studies assessing placental VDR expression and polymorphisms in complicated pregnancies. VDR polymorphisms do not appear to predispose women to preeclampsia and gestational hypertension [64] and VDR expression is similar between normal placentae and those from pregnancies complicated by gestational diabetes [65]. Furthermore, there is no linear correlation between placental VDR protein expression and birth weight [66]. Cho *et al*. did, however, observe that 85% of women suffering gestational diabetes were classified as vitamin D deficient (25(OH)D serum level <20 ng/mL)[65]. Maternal vitamin D deficiency has been associated with pregnancy complications such as preeclampsia, small for gestational age and preterm birth [67] suggesting important roles for vitamin D in maternal tissues.

In this study, we used *Vdr* ^+/-^ dams to assess the effect of vitamin D on placental and fetal development without the confounding factor of poor maternal health seen in *Vdr* ^-/-^ mice [39]. Despite gene expression differences between knockout and wild-type placentae, this did not translate to differences in placental morphology and function with no apparent differences in fetal outcome near term. Our results suggest that maternal vitamin D status may be more crucial in determining pregnancy outcome than VDR signaling in the conceptus alone. This may be due to the presence of non-genomic VDR signaling which has been largely ignored in many studies, as well as genomic signaling in maternal tissues including the decidua. We suggest experiments using homozygous knockout dams will need to be undertaken in order to fully investigate the potential cross-talk between the maternal decidua and the placenta in regards to VDR signaling. Furthermore, the gene expression differences observed in this study suggest some genes harbour VDRE’s in the placenta (Fig 1B and 1C) highlighting the need for further work to elucidate the role of the vitamin D endocrine pathway in placental function.

## Supporting Information

S1 File Primers and cycling conditions for PCR analyses. *Vdr* genotyping PCR primers and conditions [41] (Table A). Genotyping of Vdr alleles by PCR and gel electrophoresis for wild-type allele (Figure Aa) and for knockout allele (Figure Ab). Primers and PCR conditions for sex typing of mice [42] (Table B). PCR primers and cycling conditions to validate DNAse treatment of placental RNA extracts (Table C). Quantitative PCR assay and cycling conditions for microarray validation (Table D).
(DOCX)

S2 File Analysis methods and code for the microarray differential expression experiment. (HTML)

# Supplementary material for: Vitamin D Receptor Gene Ablation in the Conceptus Has Limited Effects on Placental Morphology, Function and Pregnancy Outcome
**Source:** PLoS One. 2015 Jun 29;10(6):e0131287. doi: 10.1371/journal.pone.0131287
**Supplement:** S1 File — Vdr genotyping PCR primers and conditions [41] (Table A). Genotyping of Vdr alleles by PCR and gel electrophoresis for wild-type allele (Figure Aa) and for knockout allele (Figure Ab). Primers and PCR conditions for sex typing of mice [42] (Table B). PCR primers and cycling conditions to validate DNAse treatment of placental RNA extracts (Table C). Quantitative PCR assay and cycling conditions for microarray validation (Table D).

**Supplementary Data**

**Table S1.** *Vdr* genotyping PCR conditions. Panda et al. 2004 (29)

| **Wild Type *Vdr* Primers** | | | **Amplicon length** |
| --- | --- | --- | --- |
| Forward | 5’-CTCCATCCCCATGTGTCTTT-3’ | | 750 bp |
| Reverse | 5’-TTCTTCAGTGGCCAGCTCTT-3’ | |  |
| **Mutant *Vdr* Primers** | | | **Amplicon length** |
| Forward | 5’-GCTGCTCTGATGCCGCCGTGTTC-3’ | | 294 bp |
| Reverse | 5’-GCACTTCGCCCAATAGCAGCCAG-3’ | |  |
| **Cycling Conditions** | | |  |
| Denature | 94°C | 60 sec | 35 cycles |
| Anneal | 65°C | 60 sec |  |
| Extend | 72°C | 60 sec |  |

| **A** | **B** |
| --- | --- |
| 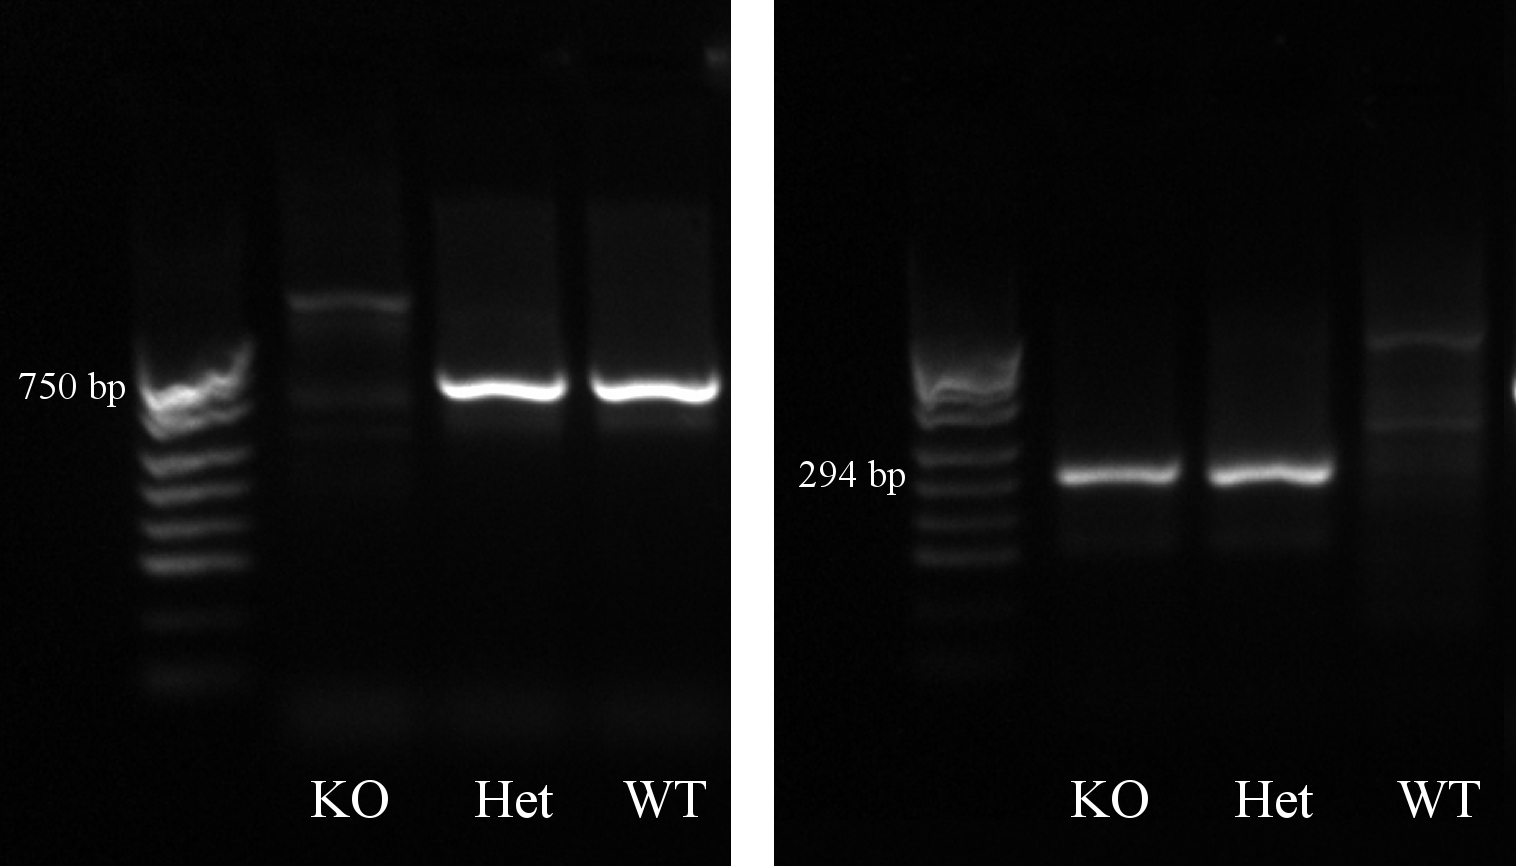 | |

**Figure S1.** Genotyping of *Vdr* alleles by PCR and Gel electrophoresis.

**A** Primers for wild-type allele. **B** Primers for knockout allele.

**Table S2.** Primers and PCR conditions for sex typing of mice. Albay et al., 2009 (30)

| ***Sry* Primers** | | | | **Amplicon length** |
| --- | --- | --- | --- | --- |
| Forward | 5’-AACAACTGGGCTTTGCACATTG-3’ | | | 7166, 146 bp (doublet) |
| Reverse | 5’-GTTTATCAGGGTTTCTCTCTAGC-3’ | | |  |
| ***Nfiα* Primers** | | | | **Amplicon length** |
| Forward | 5’-TGCTGTGTTCTGGTCAGTCAAG-3’ | | | 405 bp |
| Reverse | 5’-CAAAGCAAATCTCCATGCTCGG-3’ | | |  |
| **Cycling Conditions** | | | |  |
| Denature | 94°C | 60 sec | 33 cycles | |
| Anneal | 60°C | 60 sec |  |  |
| Extend | 72°C | 72 sec |  |  |
|  | 72°C | 9 min | 1 cycle | |

**Table S3.** PCR primers and cycling conditions to validate DNAse treatment of placental RNA extracts

| **Primers** | | | | **Amplicon length** |
| --- | --- | --- | --- | --- |
| Forward | 3’-GGCACTGACTGAGGTCAAAC-5’ | | | 120 bp |
| Reverse | 3’-GTCACAATCACAGAGACTTTGA-5’ | | |  |
| **Cycling Conditions** | | | |  |
| Denature | 94°C | 10 sec | 40 cycles | |
| Anneal | 60°C | 15 sec |  |  |
| Extend | 72°C | 60 sec |  |  |

**Table S3.** Quantitative PCR assay and cycling conditions

| **Gene** | **Taqman Assay ID** | | **Amplicon size** |
| --- | --- | --- | --- |
| *Vdr* | Mm00437297_m1 | | 95 bp |
| *Cyp24a1* | Mm00487244_m1 | | 99 bp |
| *Deptor* | Mm01195336_m1 | | 82 bp |
| *Hbms* | Mm01143545_m1 | | 81 bp |
| *Plscr1* | Mm01228223_g1 | | 79 bp |
| **Cycling Conditions** | | | |
| **Activation** | 95°C | 10 min |  |
| **Denature** | 95°C | 15 sec | 40 cycles |
| **Anneal/extend** | 60°C | 60 sec |  |

# Supplementary material for: Vitamin D Receptor Gene Ablation in the Conceptus Has Limited Effects on Placental Morphology, Function and Pregnancy Outcome
**Source:** PLoS One. 2015 Jun 29;10(6):e0131287. doi: 10.1371/journal.pone.0131287
**Supplement:** S2 File — (HTML)

S2 File. Analysis methods and code for the microarray differential expression experiment 

# S2 File. Analysis methods and code for the microarray differential expression experiment

All raw gene expression data from this expreiment was deposited into
the NCBI GEO repository under the accession GSE61583. The differential
expression analysis in the manuscript can be fully reproduced by using
the R code detailed below.

Set the working directory for this analysis:

### Load the required R libraries

```
library(GEOquery)
library(oligo)
library(limma)
library(arrayQualityMetrics)
library(annotate)
library(R2HTML)
library(pd.mogene.2.1.st)
library(mogene21sttranscriptcluster.db)
```

### Download the data from NCBI GEO

First, create a directory for the raw data in the working directory and download the .CEL files:

```
dir.create(path="RawData")
download.file(url="http://www.ncbi.nlm.nih.gov/geo/download/?acc=GSE61583&format=file&token=azankogknpsphox", destfile="RawData/GSE61583.tar")

untar(tarfile="RawData/GSE61583.tar", exdir="RawData/")
```

Then download the meta-data read into the current session:

```
download.file(url="http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE61583&targ=gsm&form=text&view=brief&token=azankogknpsphox", destfile="RawData/sampleData.soft")

sampleDat <- getGEO(filename="RawData/sampleData.soft")

# Just select the sample titles as these contain the meta data we need
sampleDat <- Meta(sampleDat)

#ID's
gsm <- sampleDat$geo_accession

# Get the sample meta data
meta <- sampleDat$characteristics_ch1

# extract genotype information
genotype <- substring(grep(pattern="genotype/variation of offspring: ", x=meta, value=TRUE), first=34)

# Change genotypes to abbreviations
genotype <- gsub(pattern="Vdr knockout", replacement="KO", x=genotype)
genotype <- gsub(pattern="Vdr heterozygous", replacement="Het", x=genotype)
genotype <- gsub(pattern="wild-type", replacement="WT", x=genotype)
head(genotype)
```

```
## [1] "WT"  "Het" "WT"  "Het" "KO"  "Het"
```

```
# extract the litter information
litter <- substring(grep(pattern="litter_id:", x=meta, value=TRUE), first=12)

# Create phenodata data frame
pData <- data.frame(Genotype = genotype, Litter = litter)
row.names(pData) <- gsm
head(pData)
```

```
##            Genotype Litter
## GSM1508835       WT    108
## GSM1508836      Het     12
## GSM1508837       WT     14
## GSM1508838      Het     14
## GSM1508839       KO     14
## GSM1508840      Het     21
```

### Import, preprocess and normalise the raw array data

Load the .CEL files for processing:

```
celFiles <- list.celfiles(path="rawData/", full.names=TRUE, listGzipped=TRUE)
affyExpressionFS <- read.celfiles(celFiles)
```

Normalise the arrays using the rma method with background
subtraction. The rma normalisation is performed at the individual probe
level. This function will return the data in the expressionSet class.

```
eset <- rma(affyExpressionFS, normalize=T, background=T)

# remove the file name extensions from the sample names, so the GEO records ID's are the sample names
sampleNames(eset) <- substring(sampleNames(eset), first=1, last=10)

# check the dimensions and sample names of expressionSet
dim(eset)
head(sampleNames(eset))
```

### Add sample phenotype and annotation information

Check that the phenodata table created earlier matches the expressionSet data for the order of samples. This test must return `TRUE`:

```
all(rownames(pData) == colnames(eset))
```

```
## [1] TRUE
```

Add the sample information to the phenodata slot of the expressionSet:

```
pData(eset) <- pData
```

Add annotation data to the expressionSet. This includes gene symbol, Ensembl gene ID and chromosomal locations.

```
# Get the transcript cluster IDs from the expressionset
ID <- featureNames(eset)

# Look up the Gene Symbol, name, and Ensembl Gene ID for each of those IDs
Symbol <- getSYMBOL(ID, "mogene21sttranscriptcluster.db")
Name <- as.character(lookUp(ID, "mogene21sttranscriptcluster.db",
                            "GENENAME"))
Ensembl <- as.character(lookUp(ID, "mogene21sttranscriptcluster.db",
                               "ENSEMBL"))
Chr <- as.character(lookUp(ID, "mogene21sttranscriptcluster.db", "CHR"))
Start <- as.character(lookUp(ID, "mogene21sttranscriptcluster.db", "CHRLOC"))
End <- as.character(lookUp(ID, "mogene21sttranscriptcluster.db", "CHRLOCEND"))

# Add hyperlink info for Ensembl ID's
Ensembl <- ifelse(Ensembl=="NA", NA, 
                  paste("<a href='http://asia.ensembl.org/Mus_musculus/Gene/Summary?g=", Ensembl, "'>", Ensembl, "</a>", sep=""))

# Make a data frame with all those identifiers
tmp <- data.frame(ID=ID, Symbol=Symbol, Name=Name, Ensembl=Ensembl, Chr=Chr,
                  Start=Start, End=End, stringsAsFactors=F)

# The stringsAsFactors makes "NA" characters. This fixes that problem.
tmp[tmp=="NA"] <- NA

# set the featureData of the expressionSet using the data frame created above.
fData(eset) <- tmp
```

Count the number of probes with no annotation information:

```
sum(is.na(fData(eset)$Symbol))
```

```
## [1] 16636
```

We see there are many probes that do not have annotation information
and are subsequently of little use for the downstream analyses. These
include control probes and those withot a good match to any genes or
have low specificity.

Remove these un-annotated probes from the expressionSet:

```
dim(eset)
```

```
## Features  Samples 
##    41345       24
```

```
eset <- eset[!is.na(fData(eset)$Symbol), ]
dim(eset)
```

```
## Features  Samples 
##    24709       24
```

Exoprt table of normalised expression values:

```
normDat <- exprs(eset)
ID_REF <- row.names(normDat)
normDat <- cbind(ID_REF, normDat[ ,1:24])
row.names(normDat) <- NULL
dir.create(path="processedData")
write.table(x=normDat, file="processedData/normalisedData.txt", row.names=FALSE, col.names=TRUE, quote=F, sep="\t")
```

### Differential expression analysis

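A litter block lets placentae of the same dam resemble each other beyond their genotype. The consensus correlation between placentae of 1 litter was 0.0187 in limma. After the genotype means were removed, the mean r of 32 pairs of placentae from the same litter and different genotypes was 0.041, and that of 160 pairs from different litters was -0.008 (permutation p = 0.0310, one-sided).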

Differential expression analysis will compare genotype groups and include the litters as a blocking factor.

First, the comparison matrix is set up and the correlation coefficient between samples is calculated.

```
# Set up analysis matrix
Treat <- factor(pData(eset)[ ,1], levels=c("WT", "Het", "KO"))
design <- model.matrix(~0+Treat)
colnames(design) <- levels(Treat)

# Estimate the correlation between measurements made for each Litter
# Warning: This computation can be time consuming 
corfit <- duplicateCorrelation(eset, design, block=pData(eset)$Litter)
corfit$consensus.correlation
```

Then the linear model is fitted and the contrasts between groups is made:

```
fit <- lmFit(eset, design, block=pData(eset)$Litter,
             correlation=corfit$consensus.correlation)

contrast.matrix <- makeContrasts(WT-KO, WT-Het, Het-KO, levels = design)

fit2 <- contrasts.fit(fit, contrast.matrix)
fit2 <- eBayes(fit2)
```

Show the number of significant genes defined as absolute fold-change > 1.3 and FDR < 0.05.

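The same thresholds called 3 genes between *Vdr* +/- and *Vdr* +/+ placentae, each lower in *Vdr* +/-. *Sox4*, a transcription factor of progenitor cells, had a log2 fold change of -0.55 (SE 0.09, FDR = 0.0370 from limma), from 7.48 ± 0.13 in *Vdr* +/+ to 6.94 ± 0.21 in *Vdr* +/- placentae (SD, n = 8 each). *Cdh6*, a cadherin, had -0.68 (SE 0.12, FDR = 0.0492), and *Hc*, complement component C5, had -0.82 (SE 0.14, FDR = 0.0492). There were 2273 transcript clusters with unadjusted p under 0.05 in this comparison. None of the 3 genes was called with litter as a fixed block, with the recorded fetal sex as a covariate, or without any 1 of the 6 litters.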

```
results <- decideTests(fit2, adjust.method="fdr", p.value=0.05,
                       lfc=abs(log2(1.3)))

vennDiagram(results, circle.col=c("#004358", "#FD7400", "Black"),
            cex=c(1, 1, 1))
```

Have a look at the top genes for the wild-type vs knockout comaprison:

```
topTable(fit2, coef="WT - KO")[ ,c(2, 8:11)]
```

```
##            Symbol   logFC AveExpr      t   P.Value
## 17394965  Cyp24a1  2.6938   5.439  7.630 5.019e-08
## 17316348 Snord123  0.6551   7.033  5.815 4.368e-06
## 17216070    Atg4b -0.4092   8.057 -5.805 4.478e-06
## 17506356    Zfpm1 -0.3506   8.374 -5.736 5.341e-06
## 17279167  Snora28  0.5736   7.830  5.725 5.502e-06
## 17541008  Snora69  0.8017   7.264  5.562 8.353e-06
## 17266911    Mmp28 -0.6188   6.099 -5.557 8.481e-06
## 17520315   Plscr1  0.5514   4.948  5.433 1.167e-05
## 17547877   Deptor  0.6256   5.317  5.395 1.285e-05
## 17451126    Ep400  0.8285   8.028  5.354 1.433e-05
```

Create data frames containing the results for each contrast and export the top 500 to HTML files:

```
WT.KO <- topTable(fit2, coef="WT - KO", number=length(featureNames(eset)))
WT.Het <- topTable(fit2, coef="WT - Het", number=length(featureNames(eset)))
Het.KO <- topTable(fit2, coef="Het - KO", number=length(featureNames(eset)))

HTML(WT.KO[1:500, ], file="processedData/WT-KO.html", append=FALSE)
HTML(WT.Het[1:500, ], file="processedData/WT-Het.html", append=FALSE)
HTML(Het.KO[1:500, ], file="processedData/Het-KO.html", append=FALSE)
```

Details of all the packages used in this analysis:

```
sessionInfo()
```

```
## R version 3.1.0 (2014-04-10)
## Platform: x86_64-apple-darwin13.1.0 (64-bit)
## 
## locale:
## [1] en_AU.UTF-8/en_AU.UTF-8/en_AU.UTF-8/C/en_AU.UTF-8/en_AU.UTF-8
## 
## attached base packages:
## [1] parallel  stats     graphics  grDevices utils     datasets  methods  
## [8] base     
## 
## other attached packages:
##  [1] statmod_1.4.20                       
##  [2] R2HTML_2.3.0                         
##  [3] pd.mogene.2.1.st_2.14.0              
##  [4] oligo_1.28.2                         
##  [5] oligoClasses_1.26.0                  
##  [6] mogene21sttranscriptcluster.db_2.14.0
##  [7] org.Mm.eg.db_2.14.0                  
##  [8] RSQLite_0.11.4                       
##  [9] limma_3.20.9                         
## [10] GEOquery_2.30.1                      
## [11] DBI_0.3.0                            
## [12] Biostrings_2.32.1                    
## [13] XVector_0.4.0                        
## [14] IRanges_1.22.10                      
## [15] arrayQualityMetrics_3.20.0           
## [16] annotate_1.42.1                      
## [17] AnnotationDbi_1.26.0                 
## [18] GenomeInfoDb_1.0.2                   
## [19] Biobase_2.24.0                       
## [20] BiocGenerics_0.10.0                  
## [21] knitr_1.6                            
## 
## loaded via a namespace (and not attached):
##  [1] acepack_1.3-3.3       affxparser_1.36.0     affy_1.42.3          
##  [4] affyio_1.32.0         affyPLM_1.40.1        base64_1.1           
##  [7] beadarray_2.14.1      BeadDataPackR_1.16.0  BiocInstaller_1.14.2 
## [10] bit_1.1-12            Cairo_1.5-6           cluster_1.15.3       
## [13] codetools_0.2-9       colorspace_1.2-4      digest_0.6.4         
## [16] evaluate_0.5.5        ff_2.2-13             foreach_1.4.2        
## [19] foreign_0.8-61        formatR_1.0           Formula_1.1-2        
## [22] gcrma_2.36.0          genefilter_1.46.1     GenomicRanges_1.16.4 
## [25] grid_3.1.0            gridSVG_1.4-0         Hmisc_3.14-5         
## [28] hwriter_1.3.2         illuminaio_0.6.0      iterators_1.0.7      
## [31] lattice_0.20-29       latticeExtra_0.6-26   nnet_7.3-8           
## [34] plyr_1.8.1            preprocessCore_1.26.1 RColorBrewer_1.0-5   
## [37] Rcpp_0.11.2           RCurl_1.95-4.3        reshape2_1.4         
## [40] RJSONIO_1.3-0         rpart_4.1-8           setRNG_2011.11-2     
## [43] splines_3.1.0         stats4_3.1.0          stringr_0.6.2        
## [46] survival_2.37-7       SVGAnnotation_0.93-1  tools_3.1.0          
## [49] vsn_3.32.0            XML_3.98-1.1          xtable_1.7-4         
## [52] zlibbioc_1.10.0
```

How the deposited data were processed for this re-analysis (not part of the article)

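RNA of 24 placentae from day 18.5pc, 8 each of *Vdr* +/+, *Vdr* +/- and *Vdr* -/- fetuses from 6 litters, was measured on Affymetrix MoGene 2.1 ST arrays, 1 array per placenta. Genotype, litter and sex were taken from the authors' labels, and no placenta was regrouped by its values.

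By the S2 File, the authors processed the arrays with oligo 1.28.2 and pd.mogene.2.1.st 2.14.0 in R 3.1.0 (background subtraction, quantile normalisation and summary by RMA), annotated them with mogene21sttranscriptcluster.db 2.14.0 and tested with limma 3.20.9 and statmod 1.4.20. The deposited values are log2 RMA signals of 24709 transcript clusters. They were used as deposited and not normalised again.

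Transcript clusters were named with the deposited probe table, and chromosomes came from RefSeq annotation of GRCm38.p6 for 23103 of them. Genotypes were compared with limma 3.58.1 and statmod 1.5.0 in R 4.3.3: a linear model without intercept, 1 mean per genotype, litter as a random block through duplicateCorrelation, moderated statistics from eBayes with default settings, and Benjamini-Hochberg adjustment over the 24709 transcript clusters of a comparison. The block correlation was 0.0187, or 0.0148 in the model with a mean for each genotype and sex. A gene was called at FDR under 0.05 and an absolute fold change over 1.3. The comparisons were *Vdr* -/- with *Vdr* +/+, *Vdr* +/- with *Vdr* +/+, *Vdr* -/- with *Vdr* +/-, female with male within each genotype, and the difference of the *Vdr* -/- effect between the sexes. The list for the motif analysis used a fold change over 1.5 and unadjusted p under 0.01. The same model was tested on simulated data with 100 genes changed at each of 2 sizes and noise drawn independently for each gene.

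Gene lists were written for vitamin D metabolism, calcium and phosphate transport, VDR targets of other tissues, mTOR signaling, peroxisomes, antioxidant defence, shelterin, autophagy, small nucleolar RNAs, microRNAs, junctional zone, labyrinth, endothelium, decidua, stromal matrix, yolk sac, red blood cells, leukocytes, uterine natural killer cells, interferon response, proliferation, hypoxia, and RNA damage. Lists for uterine epithelium and myometrium were added after the values were seen. Each was tested with cameraPR on the moderated t with the preset correlation of limma, with a correlation estimated from the residuals, and with fry, adjusted over the lists. Each gene entered a list once, by its transcript cluster with the highest mean. A list score is the mean z-score of its transcript clusters.

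Single genes were tested by exact permutation of 8 against 8 placentae and by the exact Mann-Whitney test (scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15), two-sided. Correlations are Pearson r and Spearman rho, with exact permutation for 8 placentae and 100000 permutations for more, adjusted over 14 relations. The top 50 genes were clustered as z-scores by Euclidean distance and complete linkage and cut into 2 groups. Random groupings kept the group sizes.

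Alternatives were no litter block, litter as a fixed block, a trend or robust prior, array weights, arrays centred on their median, cyclic loess, dim transcript clusters left out, treat at 1.3-fold, sex as a covariate, only the placentae compared, and each litter or placenta left out. The motif search, the qPCR and the fetal and placental measurements were not repeated, as they rest on data other than these arrays.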

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

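The tests of an even background, of uterine epithelium, of an exchange of placentae, of maternal tissue in the placentae labelled male by trophoblast genes, and of the stromal and yolk sac scores as covariates were chosen only after the result was seen.

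*Vdr* signal was present in *Vdr* -/- placentae. An even background of non-specific binding is at odds with the spread of the signal. The SD of *Vdr* over *Vdr* -/- placentae was 1.418, and the 95th percentile of genes of like level was 0.529. Transcript from the targeted allele would make *Vdr* vary with the same genes as in other placentae, and the mean r of those genes was 0.826. Fetal yolk sac tissue could account for it as well (r = 0.792 with the yolk sac score, exact permutation p = 0.0220), and these 2 are not separated, since yolk sac cells of *Vdr* -/- fetuses carry the targeted allele. For decidua (r = -0.128) and uterine epithelium (r = 0.302, exact permutation p = 0.457) the tests leave the question open. Against both, the paper reports that its qPCR found no wild type allele. Binding of another transcript that itself varies between placentae was not tested, so non-specific binding of that kind is not excluded. The paper also reports *Vdr* as virtually undetectable by qPCR in *Vdr* -/- placentae. Which part of the gene that assay covers was not looked up.

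Sex-linked expression went against the recorded sex in 3 placentae: the mean of the Y-linked genes was 6.26 in *Vdr* +/+ replicate 2, and *Xist* was 10.19 and 10.21 in *Vdr* -/- replicates 2 and 5. An exchange of the *Vdr* +/+ and *Vdr* -/- placentae of litter 14 is excluded by *Cyp24a1*, which was 6.28 in the placenta labelled *Vdr* +/+, above every *Vdr* -/- placenta (highest 3.94). Other values go with it: *Vdr* was 7.38 in that placenta and 8.16 in the one labelled *Vdr* -/-, and by the top 50 genes chosen without it the former lay nearer to *Vdr* -/- (6.95) than to *Vdr* +/+ placentae (7.71). Maternal tissue in *Vdr* -/- replicates 2 and 5 would lower every fetal transcript by at least as much as the Y-linked genes (3.90), and is excluded by junctional zone genes, whose median differences from the other *Vdr* -/- placentae were -0.14 and -0.04. A wrong record of sex, or an exchange of the sex records alone, remains, and the record was not tested. An exchange with a placenta that is not on the arrays was not tested either. *Cyp24a1* would not show one between *Vdr* +/- and *Vdr* +/+ placentae, whose means were 6.37 and 6.32.

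More genes were lower than higher in *Vdr* -/- placentae at 1.5-fold. Less decidua could lower maternal genes, but the adjusted p of that list was 0.135 with an estimated correlation. With the stromal score as a covariate 147 genes were lower and 73 higher, and with the yolk sac score 85 were lower and 36 higher. None of these settles the cause.

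Single values far from their group by Dixon's test were *Vdr* in *Vdr* +/- replicate 8 (6.34, nearest 8.03), *Snord123* in *Vdr* +/- replicate 5 (6.49, nearest 6.93) and *Mgp* in *Vdr* +/- replicate 3 (10.45, nearest 8.64). The test was run on 42 groups, and chance gives about 1 in 20, or 2.1. Results that the text of the paper does not give were the median log2 fold changes of small nucleolar RNAs (-0.29) and yolk sac genes (-0.64), and 3 genes called between *Vdr* +/- and *Vdr* +/+ placentae.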

How the results depend on the processing

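The settings without the 3 placentae of mismatched sex, with the olfactory receptor level or the Y-linked level of 12 females as the limit for dim transcript clusters, with only the 8 *Vdr* +/- placentae and with tissue scores were chosen only after the result was seen. The cause was not tested for any change. The sex covariate was the recorded sex, which sex-linked expression goes against in the 3 placentae. No fit used sex by expression. Including all deposited transcript clusters was not run, since the values already hold them all.

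Between *Vdr* -/- and *Vdr* +/+ placentae, the 25 called genes became 1 with litter as a fixed block, 1 with treat, 1 with the yolk sac score, 3 without the 3 placentae (2 of the 25), 11 with sex as a covariate and 14 with only 16 placentae (11 of the 25). They became 54 with a trend prior (30 higher, 24 lower), 97 with array weights (45 higher, 52 lower) and 134 with centred arrays (104 higher, 30 lower), with all 25 kept. They became 146 with dim transcript clusters left out (87 higher, 59 lower, 18 of the 25). That limit, 5.79, is the Y-linked level of all placentae recorded as female. It rests on *Vdr* +/+ replicate 2, which had male expression, so it is no background level, and it removed the other 7 genes, among them *Cyp24a1*, *Deptor* and *Plscr1*. With the limit from the 12 other females (2.82) they became 44 (22 higher, 22 lower, all 25 kept), and 59 with the olfactory receptor limit (32 higher, 27 lower, 24 of the 25).

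With a litter or placenta left out, the number was 1 to 58: 1 without litter 12, litter 21, the litter with no *Vdr* -/- placenta, *Vdr* +/+ replicate 5 or 7, or *Vdr* -/- replicate 1, 5 or 6; 2 without litter 108; 3 without *Vdr* -/- replicate 3; 4, 5 and 16 without *Vdr* +/+ replicates 1, 4 and 3; 6 and 12 without *Vdr* -/- replicates 8 and 7; 9 without litter 41; 48 and 51 without *Vdr* -/- replicates 2 and 4; 53 without *Vdr* +/+ replicate 2; and 58 without litter 14.

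*Vdr* passed the FDR with array weights (-2.18), centred arrays (-1.96), and without litter 14 (-2.40) or *Vdr* -/- replicate 2 (-2.31). Left-out values ran from -2.40 to -1.52 (FDR 0.0352 to 0.291). For *Cyp24a1* they ran from -2.91 to -2.39 (FDR 0.000812 to 0.0580), and only without litter 21 (-2.70) was the FDR above 0.05.

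At 1.5-fold, 197 became 95 above the limit of 5.79 (189 above that of the 12 other females), 121 with the yolk sac score, and 105 to 340 with a litter left out (105 without the litter with no *Vdr* -/- placenta, 340 without litter 14).

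Between *Vdr* +/- and *Vdr* +/+ placentae, 3 became 1 with no block, a trend prior, centred arrays, cyclic loess, the limit of 5.79 (which removed 2 of them) or without the 3 placentae, and 0 with a fixed block, treat, sex as a covariate or only 16 placentae. Left out, it was 0 to 7: 7 without *Vdr* +/- replicate 3, 1 without *Vdr* +/- replicate 6, 2 without *Vdr* +/+ replicate 2 or 7, and 0 without any other placenta or any litter. Between *Vdr* -/- and *Vdr* +/- placentae, 1 became 2 with array weights and 0 with the limit of 5.79, which removed *Cyp24a1* itself, and 0 to 5 left out: 0 without litter 21, 2 without *Vdr* +/- replicate 8 or *Vdr* -/- replicate 7 or 8, and 5 without *Vdr* -/- replicate 2.

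Between sexes, 0 became 5 in *Vdr* +/+, 5 in *Vdr* +/- and 5 in *Vdr* -/- without the 3 placentae, and 5 with only the 8 *Vdr* +/- placentae. Left out, *Vdr* +/+ ran from 0 to 12 (2 without litter 14, 6 without the litter with no *Vdr* -/- placenta, 1 and 12 without *Vdr* +/+ replicates 4 and 8), *Vdr* +/- from 0 to 1 (the litter with no *Vdr* -/- placenta) and *Vdr* -/- from 0 to 1 (litter 41).

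Clustering fell from 16 to 10 placentae with the 1000 most variable genes. The r of *Vdr* with *Cyp24a1* had p above 0.05 without the 2 farthest placentae (0.313), within *Vdr* +/+ (0.616), *Vdr* +/- (0.446) and *Vdr* -/- (0.347), with litter means removed (0.638) and as rho (0.50). With *Deptor* it did so within *Vdr* +/+ (0.703), *Vdr* +/- (0.359) and *Vdr* -/- (0.043). The share of genes on the chromosome of *Vdr*, 5.81%, became 11.9% at p under 0.0001 and 7.27% with a fixed block. Of the gene lists, 13 became 2 with an estimated correlation and 8 with fry, which asks a different question, whether a list changed at all, and between *Vdr* +/- and *Vdr* +/+ 9 became 3 with an estimated correlation.

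For the 27 named genes past the FDR besides *Cyp24a1*, which is given above, 864 values were obtained, of which 342 stayed past it and 522 did not. Over all 62 fold changes of named genes besides *Vdr* and *Cyp24a1*, counted by transcript cluster and comparison and most of them not past the FDR at the outset, 1352 of 1984 values stayed as they were, 600 were weaker, 20 gained significance and 12 changed sign. All 12 were of the fourth *D5Ertd579e* transcript cluster (17308794): 0.0900 with array weights, 0.0325 with centred arrays, 0.0190 with cyclic loess, 0.00825 without the 3 placentae, and above 0 without litter 14 or 108, *Vdr* +/+ replicate 1, 2 or 6, or *Vdr* -/- replicate 2, 4 or 8, in a left-out range of -0.201 to 0.207.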

Differences from the paper's values

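The numbers of called genes, the FDR of *Cyp24a1*, the R2 values and the fold changes of Table 2 came out the same at the paper's precision, apart from those of *Snord123* (1.58 in Table 2, 1.57 here) and *Snora69* (1.75 in Table 2, 1.74 here). The p of *Snord123* differs from Table 2 in its last digit.

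The paper states that *Vdr* was virtually undetectable in *Vdr* -/- placentae by microarray. Here 8 of 8 *Vdr* -/- placentae had *Vdr* above the 95th percentile of olfactory receptor genes, and 3 lay inside the range of *Vdr* +/+ placentae, although the mean was lower. The comparison passed the FDR with array weights (FDR 0.0473) and with centred arrays (FDR 0.0481).

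*Rgs17* is named among the differentially expressed genes. Its FDR was 0.0395 and its fold change 1.29, under the threshold of 1.3.

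By limma over all 24 placentae, 0 genes were called between the sexes, as in the paper, although *Xist* and the Y-linked genes separated them in *Vdr* +/- placentae, where 5 transcript clusters were called from these 8 alone. Without the 3 placentae whose sex-linked expression went against the record, 5 transcript clusters were called in each genotype. Both settings were chosen after the result was seen.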

Other observations

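The lists for uterine epithelium and myometrium and the random groupings for the sexes were chosen only after the result was seen.

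Genes of calcium and phosphate transport showed no common change in *Vdr* -/- placentae, with 12 higher and 13 lower (adjusted p = 0.97 from camera, median -0.00, or 0.04 with centred arrays). Adjusted over the list alone, 4 were higher, among them the parathyroid hormone receptor *Pth1r* with 0.33 and the phosphate transporters *Slc20a2* with 0.33 and *Slc20a1* with 0.24.

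Other lists did not pass with an estimated correlation: hypoxia with 14 of 19 higher (adjusted p = 0.0403 from camera, and adjusted p = 0.331 with an estimated correlation), red blood cells with 7 of 12 higher (adjusted p = 0.507 with an estimated correlation), uterine natural killer cells with 11 of 14 lower (adjusted p = 0.703) and RNA damage with 9 of 18 higher (adjusted p = 0.703, median 0.02, or -0.04 with cyclic loess).

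Uterine epithelium, a maternal tissue, had 12 of 13 genes lower (adjusted p = 2.1e-06 from camera, and adjusted p = 0.027 with an estimated correlation), and myometrium had 9 of 9 lower (adjusted p = 7.8e-05, and adjusted p = 0.117 with an estimated correlation). Genes were put on these lists after some had been seen to vary.

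DNA of the strain in which the allele was made, linked to it, could change genes near *Vdr*. Of 241 genes at p under 0.001, 14 lay on chromosome 15, and of 23100 tested, 872 did (Fisher's exact p = 0.122). That is 1.61% of the genes tested on chromosome 15. Chromosome X, which does not hold *Vdr*, had 18 of 931 at p under 0.001, or 1.93%. Of the 14, 5 lay within 100 genes of *Vdr*: *Vdr* itself, *Snora34*, *Dip2b*, *Trmu* and *Fam118a*. *Prr5*, *Deptor* and *Snord123* are among the others. The share was higher with litter as a fixed block (Fisher's exact p = 0.0357) and at p under 0.0001 (p = 0.0203), and not without *Vdr* itself (p = 0.172) or at p under 0.01 (p = 0.331). Of 100 groupings, 2 with the real one included had 14 on this chromosome. The median of the others was 1, but these had a median of 18 genes at p under 0.001 on any chromosome, and the real grouping had 255. The planned test needed Fisher's exact p under 0.05 at p under 0.001, so the question stays open.

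Between *Vdr* +/- and *Vdr* +/+ placentae, 3 lists passed with an estimated correlation: decidua with 19 of 20 lower, labyrinth with 23 of 24 higher and leukocytes with 21 of 29 lower. Peroxisome genes were higher in 11 of 16 (adjusted p = 0.0193 from camera, and adjusted p = 0.101 with an estimated correlation) and autophagy genes in 25 of 32 (adjusted p = 0.0678, and adjusted p = 0.270 with an estimated correlation). Yolk sac genes were higher in 22 of 24 (adjusted p = 0.0245 from camera, and adjusted p = 0.562 with an estimated correlation). Between *Vdr* -/- and *Vdr* +/- placentae, 2 lists passed with an estimated correlation (adjusted p = 0.00852 each). Of the yolk sac genes 22 of 24 were lower, with a median log2 fold change of -0.78 and 18 lower when adjusted over the list alone. Of vitamin D metabolism 10 of 15 were lower, and without *Vdr*, the ablated gene, and *Cyp24a1*, which the study had picked, the adjusted p was 0.301 from camera. Small nucleolar RNAs, lower in 59 of 77, did not pass in this way (adjusted p = 0.00408 from camera, and adjusted p = 0.716 with an estimated correlation).

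Random groupings of the same placentae asked how often chance gives as large a result. The groupings did not keep litters, and the counts of 100 include the real one. Between *Vdr* -/- and *Vdr* +/+, 3 of 100 called at least 25 genes (highest other grouping 105). Between *Vdr* +/- and *Vdr* +/+, 4 of 100 called at least 3 genes (highest 294). At 1.5-fold, 2 of 100 reached 197 (highest 205). These shares are under the limit set beforehand. With 100 groupings and no adjustment over the results tested, they do not exclude chance. With litter as a fixed block, 1 of the 25 and 0 of the 3 were called. The shares do not extend to comparisons within litters, for which no groupings were run. Groupings that call several times the real number point to a structure of the samples, and what they share was not tested. The share was not under that limit for the 1 gene between *Vdr* -/- and *Vdr* +/-, by number alone (highest 1, 5 of 100). Nor was it for clustering by the top 50 genes (highest 16, 95 of 100). For the 0 genes called by limma between sexes in *Vdr* +/+ (highest 202), *Vdr* +/- (highest 1) and *Vdr* -/- (highest 48) and for the interaction (highest 19), every grouping has as many (56 of 56, 35 of 35, 35 of 35 and 100 of 100), so the comparison says nothing.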
